# Enhanced Cytotoxicity on Cancer Cells by Combinational Treatment of PARP Inhibitor and 5-Azadeoxycytidine Accompanying Distinct Transcriptional Profiles

**DOI:** 10.3390/cancers14174171

**Published:** 2022-08-28

**Authors:** Tomonori Araki, Kensuke Hamada, Aung Bhone Myat, Hideki Ogino, Kohei Hayashi, Miho Maeda, Ying Tong, Yasufumi Murakami, Kazuhiko Nakao, Mitsuko Masutani

**Keywords:** PARP inhibitor, 5-aza-2′-deoxycytidine, microarray, transcription, DNA methylation

## Abstract

**Simple Summary:**

We investigated the effect of combinational use of PARP inhibitors on cytotoxicity of 5-aza-dC in human cancer cell lines. The combinational treatment of 5-aza-dC and PARP inhibitor PJ-34 exhibited a stronger cytotoxicity compared with their treatment alone in blood cancer HL-60, U937, and colon cancer HCT116 and RKO cells. In microarray analysis, combinational treatment with PJ-34 and 5-aza-dC caused different broad changes in gene expression profiles compared with their single treatments in both HCT116 and RKO cells. The profiles of reactivation of silenced genes were also different in combination of PJ-34 and 5-aza-dC and their single treatments. The results suggest that a combination of 5-aza-dC and PARP inhibitor may be useful by inducing distinct transcriptional profile changes.

**Abstract:**

Poly(ADP-ribose) polymerase (PARP) is involved in DNA repair and chromatin regulation. 5-Aza-2′-deoxycytidine (5-aza-dC) inhibits DNA methyltransferases, induces hypomethylation, blocks DNA replication, and causes DNA single strand breaks (SSBs). As the PARP inhibitor is expected to affect both DNA repair and transcriptional regulations, we investigated the effect of combinational use of PARP inhibitors on cytotoxicity of 5-aza-dC in human cancer cell lines. The combinational treatment of 5-aza-dC and PARP inhibitor PJ-34 exhibited a stronger cytotoxicity compared with their treatment alone in blood cancer HL-60, U937, and colon cancer HCT116 and RKO cells. Treatment with 5-aza-dC but not PJ-34 caused SSBs in HCT116 cell lines. Global genome DNA demethylation was observed after treatment with 5-aza-dC but not with PJ-34. Notably, in microarray analysis, combinational treatment with PJ-34 and 5-aza-dC caused dissimilar broad changes in gene expression profiles compared with their single treatments in both HCT116 and RKO cells. The profiles of reactivation of silenced genes were also different in combination of PJ-34 and 5-aza-dC and their single treatments. The results suggest that the combinational use of 5-aza-dC and PARP inhibitor may be useful by causing distinct transcriptional profile changes.

## 1. Introduction

DNA damage, genomic, and epigenomic instability induce the activation of oncogenes and the inactivation of tumor suppressor genes [1]. This results in malignant transformation of cells and survival against cell death-inducing stimulation, and through these processes, tumor cells that have acquired malignancy are selected. Various epigenome dysregulations, including DNA methylation, are also induced in cancer cells [2].

The antitumor effect of 5-aza-2′-deoxycytidine (5-aza-dC), a DNA demethylating agent that targets DNA methyltransferases (DNMTs), has been investigated in myelodysplastic syndromes (MDS) [3,4,5]. However, there are many silenced genes whose expressions could not be restored by single treatment of cancer cell lines with 5-aza-dC. It has been reported that a histone deacetylase (HDAC) inhibitor, which increases histone acetylation modifications in combination with DNA demethylating agents, acts in a coordinated manner to induce the expression of silenced cancer suppressor genes [6,7,8,9]. However, silenced cancer-suppressor gene expressions are not often restored even by the combination of DNMT inhibitor and HDAC inhibitor. New methods are needed to enhance the normalization of epigenome and chromatin abnormalities in cancer cells.

The enzyme poly(ADP-ribose) polymerase (PARP), which catalyzes poly(ADP-ribosylation), is one of the dynamic post-translational modifications of proteins. PARP uses NAD+ as a substrate to polymerize ADP-ribose residues using acceptor residues of Glu, Asp, Thr, Ser, and Lys. Among the 17 PARP family members that have been identified, PARP-1, which is the most well characterized, is activated by DNA strand breaks and is involved in DNA repair processes [10], chromosome stabilization, as well as the regulation of centrosome function [11]. PARP inhibitors have been thus clinically used for causing synthetic lethality to cancer cells that show defect in homologous recombination repair of DNA, including *BRCA1/2*-deficient cells [12]. The combinational treatment with chemotherapeutic drugs such as cisplatin [13] have been shown to enhance the cytotoxic effects of PARP inhibitors.

On the other hand, PARP1 is also activated by just DNA, histones [14,15], and by the interaction with phosphorylated ERK2, which induces the transcription of the ELK-1 target gene *c-FOS* [16]. Other reports also showed the function of PARP1 in gene transcription [17,18] and epigenomic regulation [19,20]. There are known examples of PARP-1 function as gene coactivators and corepressors. PARP-1 is required for retinoic acid (RA)-induced transcription of retinoic acid receptor (RAR) β2 genes [21]. In the absence of RA, the upstream sequence of the RAR β2 is associated with a corepressor complex, an inactive mediator complex, and PARP-1. Upon the binding of RA to RAR, the mediator complex becomes active, dissociating the corepressor complex and replacing it with a coactivator complex that is composed of histone acetylases, through the action of PARP-1.

PARP-1 is also required as a coactivator for the NF-κB-dependent induction of iNOS and other transcription factors [22]. Although binding of NF-κB together with the histone acetylase p300/CBP (cAMP-response element-binding protein [CREB]-binding protein) to the NF-κB recognition sequence is not sufficient to activate the transcription from chromatin, when several lysine residues near the BRCT motif of PARP-1 are acetylated by p300/CBP, this stabilizes the interaction with the mediator complex and activates transcription [22]. It has also been reported that PARP-1 acts as a coactivator of TCF-4 (T-cell factor-4) and binds to TCF-4 and β-catenin [17]. Mutations in the adenomatous polyposis coli (*APC*) tumor suppressor gene cause the intracellular accumulation of β-catenin, which activates the transcription factor TCF-4 and leads to adenoma formation, a precursor lesion of colon cancer. It has been shown that PARP-1 may contribute to early carcinogenesis by binding to TCF-4 and enhancing its transcriptional activity. In Drosophila, it was revealed that PARP-1 regulates transcription through chromosome decondensation [23]. In PARP-1-deficient mutants, puff formation that was induced on salivary chromosomes is suppressed and gene expression on the puffs is greatly reduced [23]. This suggests that poly(ADP-ribosylation) is required for the induction of gene expression that is associated with puff formation on the giant chromosomes of Drosophila salivary gland cells.

It is also shown that during embryonic development, PARP inhibition causes broad changes in histone modification and disturbs the embryogenesis processes [24,25]. While mechanisms of anti-tumor effects have been reported for PARP inhibitors that target the inhibition of DNA repair as a point of action, anti-tumor effects targeting transcription, chromatin, and epigenomic regulations have not been fully elucidated, while the combination of PARP inhibitor with MEK inhibitors in cancer patients with *KRAS* mutations was reported to involve transcriptional changes [26].

During gene silencing during cancer development, DNA methylation appears to occur in concert with histone modifications. Since methylCpG-binding protein2 (MeCP2), which specifically binds to methylated CpG, recruits HDAC and histone methyltransferases, DNA methylation may occur first, followed by histone deacetylation [27,28]. The activation of gene expression by HDAC inhibitors often does not work for genes with methylated DNA near the promoter [6]. This suggests that transcriptional repression occurs in the order of DNA methylation followed by histone deacetylation [29], but the details are unclear. In any case, the combination of HDAC inhibitors and DNMT inhibitors has been shown in concert to induce new cancer-regulated genes and is expected to have therapeutic applications [7]. PAR is reported to cause the interference of DNA methyltransferase 1 (Dnmt1) activity and PARP inhibition induced DNA hypermethylation in several cell lines [30]. This PAR-caused DNA hypermethylation is expected to affect broad transcriptional profiles.

It is considered necessary to clarify the possibility of PARP inhibitors to enhance therapeutic effects of 5-aza-dC on tumor cells by modulating gene expression profiles. Therefore, in this study, we examined whether PARP inhibitors enhance cytotoxicity against human tumor cells of blood cancer and colon cancers in combination with the DNA demethylating agent 5-aza-dC. We further analyzed the mechanism of action, focusing on the effects on gene expression profiles. The effect was also compared with the effect of HDAC inhibitor trichostatin (TSA).

## 2. Materials and Methods

### 2.1. Cell Culture

The human HL60 cells were obtained from the National Cancer Center. The human histiocytic lymphoma U937 was obtained from American Type Culture Collection (Manassas, VA, USA). The human colon cancer cell lines RKO (American Type Culture Collection) and HCT116 (kindly provided by Dr. Bert Vogelstein (The John Hopkins University) were used. The culture medium was McCoy’s 5A Medium (GIBCO, Tokyo, Japan) or Dulbecco’s Modified Eagle’s Medium (GIBCO) for HCT116, Dulbecco’s Modified Eagle’s Medium (SIGMA) for RKO, RPMI1640 medium (GIBCO) for the chronic myelomonocytic leukemia cell line HL60 and U937 cell lines. Fetal bovine serum (10%) (Hyclone) and penicillin-streptomycin (GIBCO) were added, respectively. For cell counting, RKO and HCT116 were treated with trypsin-EDTA (GIBCO), then an equal volume of 0.4 % trypan blue was added and the viable cell count was determined on a blood cell counting plate.

### 2.2. Chemicals

We used DNA methylation inhibitor 5-aza-2′-deoxycytidine (5-aza-dC; Sigma-Aldrich, St. Louis, MO, USA), PARP inhibitors *N* (6-oxo-5,6-dihydro-phenanthridin-2-yl)-*N*,*N*-dimethyl-acetamide-HCl (PJ-34; ALEXIS Biochemicals), and olaparib and talazoparib (Selleck Biotech, Houston, MA, USA), and histone deacetylation inhibitor trichostatin A (TSA) (Sigma-Aldrich).

### 2.3. Flow Cytometry

The cells were harvested, washed with PBS (-), and transferred into ethanol/ PBS (-) (7:3, *v*/*v*) and fixed. After centrifugation, RNaseA/ PBS (-) was added to the cells at a final concentration of 1 mg/mL RNaseA for 30 min at 37 °C, followed by gentle shaking at 200× *g* for 5 min, and the cells were washed twice with 1 mL of PBS (-). The supernatant was filtered through a 200 µm nylon mesh, and propidium iodide (PI; Sigma-Aldrich) solution was added to a final concentration of 1 µg/mL and used for analysis with the FACSCalibur system (Becton-Dickinson, Mountain View, CA, USA).

### 2.4. Cytotoxicity Assay

For HCT116 cells, cell growth was measured by counting the viable cells using trypan blue staining or using the Cell Counting Kit-8 (CCK assay, Dojindo Laboratories, Tokyo, Japan) containing water soluble tetrazolium dye (WST-8), according to the manufacturer’s instructions. IC50 and IC30 values were also calculated with the CCK-assay.

### 2.5. Pulsed-Field Gel Electrophoresis

Single strand breaks (SSBs) and alkali-labile DNA were analyzed by pulse-field gel electrophoresis of genome DNA in alkaline conditions and after transferred to membrane, Southern blot hybridization with genomic DNA was carried out [31,32]. Briefly, after trypsin treatment, cells (1.5 × 10^5^ cells/plug) were counted and embedded in a 1% agarose plug. After proteinase K treatment at 50 °C for 20 h, they were replaced with wash buffer consisting of 50 mM EDTA (pH 8.0) and stored at 4 °C. To detect single-strand breaks, alkaline treatment was performed by immersing the samples in alkaline buffer (0.3 M NaOH, 1 mM EDTA) at room temperature for 1 h, followed by immersion in wash buffer (0.5 × TBE) for 1 h, and then the treated samples were incubated in 0.5 × TBE and applied to a 1% agarose gel consisting of 0.5 × TBE, electrophoresed for 20 h using CHEF MAPPER (BIO-RAD) with the conditions: Forward V-Gradient: 5.4 V/cm, Initial switch time: 5 s, Final switch time: 60 s, Reverse V-Gradient: 3.6 V/cm, Initial switch time: 5 s, Final switch Initial switch time: 5 s, Final switch time: 60 s. The samples were then stained with 0.5 µg/mL ethidium bromide and photographed. Southern blotting method was performed using ^32^P-dCTP-labeled human genomic DNA as a probe and analyzed using BAS-2500 (Fuji-Film Tokyo, Japan).

### 2.6. DNA Ladder Formation Induced by Apoptosis

After cell counting, the cells were suspended in lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM EDTA, 0.5% Triton-X100) and the fragmented DNA fraction was collected as supernatant, treated with RNase A and proteinase K at 37 °C, and was precipitated with 2-propanol. The DNA was dissolved in TE (pH 8.0) and electrophoresed with 2% agarose.

### 2.7. Genomic DNA Extraction and Restriction Enzyme Treatment

The cells were collected by trypsin treatment, gently suspended in cell lysis buffer (final concentration 20 mM Tris-Cl (pH 8.5), 25 mM EDTA, 0.5% SDS, 10 mM NaCl, 1 mg/mL proteinase K) in a wide-mouth tip and kept warm overnight at 55 °C. After phenol/chloroform extraction and ethanol precipitation, genomic DNA was dissolved in 100–200 µL of TE (pH 8.0). The DNA was digested with the methylation-insensitive restriction enzyme *Msp* I and the methylation-sensitive restriction enzyme *Hpa* II, an isoschizomer of *Msp* I, at 37 °C for 18 h. The DNA was also similarly digested with methylation- sensitive enzymes *Nae* I and *Sma* I. A quantity of 1 µg equivalent DNA was electrophoresed in a 1% agarose gel with Tris-acetate-EDTA buffer overnight, and the gels were stained with ethidium bromide.

### 2.8. Microarray Analysis

The cells were seeded 24 h after medium exchange including drug treatment, and collected 72 h after medium exchange. Based on the results of the condition study, seven conditions were set for drug treatment: 3 µM PJ-34, 0.5 µM 5-aza-dC, and 150 nM TSA for HCT116, and 2 µM PJ-34, 0.5 µM 5-aza-dC, and 150 nM TSA for RKO, with the three drugs alone, in combinations of two, and in combinations of three. A total of seven conditions were set. The control and solvent controls were also added to those conditions. RNA was extracted using Isogen (Nippon Gene, Tokyo, Japan), and 3 µg of total RNA that was recovered was used for cRNA synthesis of probes according to Affymetrix protocol. Then, the RNA was hybridized to Human Genome U133 Plus 2.0 (Affymetrix, Santa Clara, CA, USA). The data were imported into GeneSpring GX^®^ Software Database (Silicon Genetics, Redwood City, CA, USA) for analysis. The excel file of microarray data is attached as a supplemental Table S2.

### 2.9. Statistical Analysis

The data were expressed as the mean ± S.E. Statistical significance was indicated when the *p* value was less than 0.05. In this study, the data were analyzed using Tukey’s test or Mann–Whitney *U*-test. Synergistic effects were analyzed by two-way ANOVA.

## 3. Results

### 3.1. PARP Inhibitor Enhanced Cytotoxicity of 5-aza-dC in HL-60 and U937 Cells

We used two different blood tumor cell lines which have different oncogenic alterations. HL-60 is a promyelocytic leukemia cell line. PARP inhibitor PJ-34 alone did not show cytotoxicity at 3 µM but showed at 10 µM after 6 days of treatment, while 5-aza-dC exhibited cytotoxicity at 0.5 µM in this cell line. The combinational treatment of 5-aza-dC and PJ-34 exhibited a stronger cytotoxicity compared with their treatment alone. (Figure 1A,B).

For the U937 cells, which are derived from histiocytic lymphoma, treatment with PARP inhibitor alone also showed cytotoxicity at 10 µM after 6 days of treatment. 5-Aza-dC showed cytotoxicity at 0.5 µM in U937. Compared with 5-aza-dC alone, combinational treatment with PJ-34 increased cytotoxicity also in the U937 cells at day 6 (Figure 1C,D).

Flow cytometry analysis of staining DNA with propidium iodide (PI) showed that the subG1 percentage, which corresponds to cells with less intensity of PI staining compared to those of G1 phase, that are induced by DNA degradation during apoptosis, was increased by combinational treatment with PARP inhibitor PJ34 with 5-aza-dC in both HL-60 cells and U937 cells, suggesting apoptosis was increased in these cells (Figure 1E,F). We also observed that increased staining with PI occurred after 5-aza-dC treatment in both HL-60 and U937 cells. Both G1 and G2 peaks were shifted, indicating that PI staining intensity is increased after 5-aza-dC treatment. As 5-aza-dC is a demethylating agent, genomic relaxation by the decreased level of DNA methylation may have caused this increase in the PI staining intensity. Notably, the presence of PARP inhibitor also slightly enhanced the PI staining, suggesting the chromatin state became more relaxed after the combinational treatment. Due to this shifting, it was difficult to analyze the ratio of cell cycle phases.

Analysis of DNA fragmentation by agarose gel electrophoresis (Figure 1G) on day 3 also showed DNA ladder formation after treatment with 5-aza-dC, suggesting typical apoptosis proceeded. On the other hand, after PJ-34 treatment and the combinational treatment, smear larger sized DNA fragments but not nucleosomal DNA ladder appeared, suggesting that the cell death process occurred differently compared with 5-aza-dC treatment after treatment with PJ-34 and the 5-aza-dC/PJ-34 combination. It is considered that apoptosis is mainly responsible for the enhanced cytotoxicity in the 5-aza-dC/PJ-34 combination rather than the growth delay in the HL-60 and U937 cells.

### 3.2. PARP Inhibitor Enhanced Cytotoxicity of 5-aza-dC in Colon Cancer HCT116 and RKO Cell Lines

To examine whether the combination of PARP inhibitor PJ34 with 5-aza-dC enhances cytotoxicity in solid cancer cells, the effect of PJ-34 and 5-aza-dC was analyzed in two different colon cancer cells HCT116 and RKO for 3 days. We also examined the combination of HDAC inhibitor TSA, which induces histone acetylation and shows cytotoxicity to cancer cells. The combination of 5-aza-dC and HDAC inhibitor was reported to induce the expression of silenced cancer suppressor genes in a coordinated manner [6,7]. As shown in Figure 2A and Table S1, PJ-34 alone did not show cytotoxicity, in contrast, it enhanced cytotoxicity of 5-aza-dC in HCT116 cells (*p* < 0.001). TSA at 300 nM alone showed a high cytotoxicity but combinational treatment with PJ-34, 5-aza-dC or both did not enhance cytotoxicity. In RKO cells, PJ-34 alone did show increased cytotoxicity compared with the control (*p* < 0.001). On the other hand, the enhanced cytotoxicity of 5-aza-dC by the combination (*p* < 0.01) was observed as shown in Figure 2B and Table S1. Also in RKO, TSA at 300 nM alone showed a high cytotoxicity and the combinational treatment with PJ-34 (*p* < 0.05), 5-aza-dC (*p* < 0.01), or both (*p* < 0.001) enhanced the cytotoxicity.

We further analyzed the effect on the cell cycle phase and subG1 apoptotic fractions by flow cytometry after combinational treatment with PJ-34, 5-aza-dC, and single treatments 48 hrs after drug addition. As shown in Figure 2C, the combinational treatment with 5-aza-dC/PJ-34 only slightly increased the subG1 fraction compared to the control or single treatment of 5-aza-dC or PJ-34 without clearly affecting the cell cycle phase ratio in HCT116 cells (Figure 2C). This suggests cell growth delay seemed to contribute to the enhanced cytotoxicity of 5-aza-dC/PJ-34 combination.

We also compared PJ-34 and two clinically used PARP inhibitors, olaparib and talazoparib, for the combination effect on 5-aza-dC in HCT116 cells (Table 1). Olaparib did not show cytotoxicity as in the case with PJ-34, whereas talazoparib showed cytotoxicity in a single treatment. Olaparib and talazoparib also enhanced cytotoxicity of 5-aza-dC in HCT116 cells as observed with PJ-34 as listed in Table 1. As the reported action mechanism of talazoparib was different from other PARP inhibitors [33], in this study we focused on the combination effect of PJ-34 and 5-aza-dC.

### 3.3. Treatment with 5-aza-dC but Not PJ-34 Caused SSBs and Alkali-Labile DNA Damage and Apoptotic DNA Ladder Formation in HCT116 Cells

As 5-aza-dC was reported to cause SSBs [34], we measured SSBs and alkali-labile DNA damage to investigate the mechanism for the enhancement of cytotoxicity by 5-aza-dC/PJ-34 combination in HCT116 cells. SSBs and alkali-labile DNA damage were analyzed by pulse-field gel electrophoresis (PFGE) of genome DNA in alkaline conditions and after being transferred to a membrane, Southern blot hybridization with genomic DNA was carried out [31,32]. SSBs and alkali-labile DNA damage at the range of several ten kb or larger sizes were detected 3 days after treatment with 5-aza-dC at 1 µM as shown in Figure 3A. SSBs and alkali-labile DNA damage were not induced after PJ-34 treatment. The combination treatment of PJ-34 and 5-aza-dC did not increase the level of SSBs and alkali-labile DNA damage compared with 5-aza-dC alone. Apoptotic DNA ladder formation at the range of 200 bp–20 kbp was detected later, 6 days after treatment, with 5-aza-dC at 1 µM but not with PJ-34 at 3 or 6 µM and the combinational treatment did not enhance apoptotic DNA ladder formation (Figure 3B). As shown in Figure 2C, we have analyzed the effect on the cell cycle and detected only a slight increase in the apoptosis fraction on day 2. Therefore, it is suggested that a growth delay rather than apoptosis mainly contributed to the enhanced cytotoxicity under the PJ-34 and 5-aza-dC combination treatment in HCT116 cells.

### 3.4. Global Genome DNA Demethylation was Induced by 5-aza-dC but Not Affected by PJ-34 in HCT116

As 5-aza-dC is a DNMT inhibitor, we analyzed the effect of combinational treatment for 3 days on the genome DNA methylation level by methylation-sensitive restriction enzyme digestions. As shown in Figure 3C, analysis by methylation-insensitive *Msp* I and methylation-sensitive *Hpa* II restriction enzyme digestion showed that 5-aza-dC at 1 µM induced DNA demethylation, while PJ-34 at 3 or 6 µM did not. The combination did not affect DNA demethylation that was induced by 5-aza-dC. We also observed that the treatment with 5-aza-dC at 1 µM or with PJ-34 at 6 µM induced DNA demethylation at *Nae* I site (Figure 3D), whereas DNA demethylation was slightly reduced by their combinational treatment. On the other hand, with *Sma* I digestion, we observed that DNA demethylation was induced by 5-aza-dC but PJ-34 treatment did not affect DNA demethylation (Figure 3D). The results might suggest the possibility that PJ-34 also affects particular DNA methylation states in a DNA sequence context manner. To analyze the effect of PJ-34 from the aspects of transcriptional regulation, we further investigated the transcriptome after treatment with these agents in HCT116 and RKO cells.

### 3.5. Induction of Distinct Changes in Transcriptional Profiles by 5-aza-dC, PARP Inhibitor, and Their Combination in HCT116 and RKO Cells

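RNA of the 2 human colon cancer cell lines HCT116 and RKO was measured on 16 arrays, 8 per line. Each line had 1 array per condition, which were the control, each of the 3 drugs alone, the 3 pairs of drugs and all 3 drugs together. The drugs block different enzymes: 5-aza-dC inhibits DNA methyltransferases, PJ-34 inhibits poly(ADP-ribose) polymerases and TSA inhibits histone deacetylases. The methods section gives 2 µM as the dose of PJ-34 for RKO cells and the results section gives 3 µM. The Affymetrix Human Genome U133 Plus 2.0 array reads 54675 probe sets. The authors deposited 1 signal intensity per probe set and array, made with GCOS and scaled so that the trimmed mean of each array was 1000.14 to 1000.16. The median signal lay between 160 and 210 in the HCT116 arrays and between 152 and 202 in the RKO arrays, and 21.9% to 27.3% of probe sets had a signal under 50. For the tests, signals under 50 were set to 50, log2 was taken, and probe sets with a signal of at least 100 in at least 4 arrays of a line were kept. The effect of a drug in a line was the mean difference in log2 between its 4 arrays with the drug and its 4 arrays without it, with the other drugs as terms of a linear model fitted with limma. An adjusted p under 0.05 was required. Standard errors are those of the model, with n = 4 arrays with and 4 without the drug, except where a bootstrap over probe sets is named. The labels give every array the replicate number 1. A gene's change holds on average over the arrays with and without the other drugs, and a ratio of a single array to its control carries no error. In RKO, genes that respond to 5-aza-dC were high in the array labelled PJ-34 and low in the array labelled PJ-34/5-aza-dC, so both arrays are named by their labels throughout.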

The HCT116 and RKO cells were treated with 5-aza-dC at 0.5 µM, PJ-34 at 3 µM, TSA at 150 nM as a single treatment or in combination for 3 days, and the gene expression profiles were analyzed by microarray analysis. In this analysis, we additionally analyzed TSA treatment, because HDAC inhibitor actions in transcriptional profiles are expected to be different from that of 5-aza-dC and their combinational treatments may provide information on action mechanism of PJ-34. 

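TSA changed the largest number of genes in HCT116 cells. Of 35373 probe sets, 1473 rose and 1707 fell at an adjusted p under 0.05 from limma, which are 1063 genes up and 1126 genes down. THBS1, which encodes the matrix protein thrombospondin 1, rose by 2.39 on the log2 scale (SE 0.41, adjusted p = 3.89e-03). The reductase gene DHRS2 rose by 2.23 (SE 0.20, adjusted p = 8.29e-05) and the hyaluronidase gene CEMIP by 1.85 (SE 0.24, adjusted p = 6.87e-04). IFITM1, which encodes an antiviral membrane protein, fell by 2.56 (SE 0.19, adjusted p = 2.31e-05). LEMD1 fell by 2.20 and SERPINF1, which encodes an inhibitor of blood vessel growth, fell by 2.32. Of the p53 target genes, 15 of 28 rose and 1 fell (18 up and 1 down when adjusted over the list alone), among them TP53I3 with a log2 change of 1.61 (SE 0.16), MDM2 with 1.27 and the cell cycle inhibitor CDKN1A with 0.98. Of 40 DNA replication genes, 17 rose and none fell (31 up when adjusted over the list alone), such as PCNA with 0.76, FEN1 with 0.95 and MCM10 with 1.00. Of 24 integrated stress response genes, 16 fell and 1 rose (the same numbers when adjusted over the list alone), such as TRIB3 with −1.87 (SE 0.21, adjusted p = 3.52e-04), CHAC1 with −1.69 and PCK2 with −1.47. Of 19 cholesterol synthesis genes, 6 rose (11 up and 1 down when adjusted over the list alone). Against other genes (camera with a preset correlation of 0.01), the adjusted p was 1.46e-10 for the p53 targets, 1.31e-14 for DNA replication, 9.54e-11 for the stress response, 2.87e-03 for cholesterol synthesis and 0.0168 for the mitosis genes, of which 5 of 32 rose and 1 fell (12 up and 3 down when adjusted over the list alone). With an estimated correlation the adjusted p was 0.463 for the p53 targets, 0.754 for the stress response and 0.813 for the others. In fits without 1 of the 8 arrays, the calls of the cholesterol synthesis genes MSMO1, ACAT2, NSDHL and EBP ended in 6, 5, 4 and 3. Those of the mitosis genes AURKA and CDC20 ended in 6 and 3, and those of CCNB1 and PLK1 in 1 each. HDAC1, which encodes a target of the drug, had a log2 value of 0.01 (SE 0.11, adjusted p = 0.966), and none of 16 histone deacetylases passed the test. Of the 69 genes chosen for report, 38 stayed past the test in every fit without 1 array that tested them. Among these 38, TMEM178A and SAXO5 were tested in only 4 of the 8 such fits. The count of genes changed by TSA in HCT116 was 3180 probe sets. It became 920 without the array with PJ-34, 976 without the control and 1004 without 5-aza-dC. It became 1613 without all 3 drugs, 1815 without PJ-34/TSA and 5475 without PJ-34/5-aza-dC.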

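Of 36 interferon-stimulated genes 6 fell under TSA in HCT116, such as ISG20 with −1.04, and of 16 cancer-testis antigens 1 fell (camera adjusted p = 0.122 and 0.171). Base excision and strand break repair genes had 5 of 23 up (6 when adjusted over the list alone, camera adjusted p = 0.0607). Among the HDAC inhibitor response genes, 4 of 19 rose, such as CLU with 1.38, and 4 fell, such as KLF4 with −1.07, so their median of −0.19 and the direction of the set test (up, adjusted p = 0.843) differ in sign. Homologous recombination genes had 2 of 23 up, with RAD51C at 0.68, and 2 down, and Wnt target genes had 3 of 16 up, with AXIN2 at 1.16, and 1 down. Of the genes methylated in colorectal cancer 4 of 28 fell, and of the fibroblast and mesenchyme markers 3 of 14 fell, with COL1A1 at −1.37 (camera adjusted p = 0.301 and 0.0517). The colon epithelium markers had 2 of 18 up, with KRT8 at 0.87, and 2 down, with ESRP1 at −0.78. The DNA methylation machinery had 2 of 15 up, the PARP family 1 of 18 down and the NF-kB targets 1 of 17 down. The PARP family call, PARP8, ended in 7 of the 8 fits without 1 array. Other calls that ended in such fits included the homologous recombination genes ATM and MRE11 (down, in 4 and 6) and EXO1 (up, in 3). They also included the Wnt target SOX9 (down, in 5) and the mesenchyme marker COL6A3 (down, in 7). The COL6A3 call also ended with no filter, after quantile normalization and with all 16 arrays in 1 fit. Of 7 genes that the study names, 2 fell. No germline, metallothionein, aryl hydrocarbon receptor, blood-lineage or ribosomal protein gene passed limma's test. When adjusted over the list alone, cancer-testis antigens had 2 down, the methylated genes 1 up and 4 down, mesenchyme markers 4 down, the methylation machinery 3 up and 1 down, the PARP family 2 down and the receptor targets 1 up and 2 down, and the remaining lists kept their counts. In RKO, limma called 2 of 33862 probe sets under TSA, with 4158 at an unadjusted p under 0.05. The number of calls depends on single arrays: it fell to none in some fits without 1 array and rose far above 2 in others. MMP1, a collagenase gene, rose by 1.71 (SE 0.21) and the demethylase gene JMJD1C fell by 0.98 (SE 0.12), both at an adjusted p of 0.0472, and each call ended without some arrays. When adjusted over the list alone, 1 interferon-stimulated, 1 Wnt and 1 HDAC inhibitor response gene was up and 1 gene each of DNA replication, methylation machinery, HDAC inhibitor response and blood-lineage markers was down. HDAC1 had a log2 value of 0.23 (SE 0.07, adjusted p = 0.225). In all, 3 lists passed camera in RKO with no gene called, the p53 targets (median 0.29, adjusted p = 3.67e-03), the stress response genes (median −0.22, adjusted p = 2.96e-03) and the ribosomal protein genes (median 0.16, adjusted p = 3.71e-10), and none did with an estimated correlation (adjusted p = 0.813 to 0.848).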

As shown in Figure 4A, HCT-116 and RKO exhibited distinct transcriptional profiles in non-treated conditions as well as after drug treatments, probably due to background genetic and epigenomic differences. Therefore, we analyzed these cells separately in the analysis.

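The lines differed at 17922 of 42119 probe sets, 8605 higher in HCT116 and 9317 higher in RKO, over 8 arrays each (limma, adjusted p under 0.05). E-cadherin marks the difference: a CDH1 probe set read 8909 in untreated HCT116 cells and 9.83 in untreated RKO cells. CDKN2A, which encodes the cell cycle inhibitor p16, read 5214 in HCT116 and 47.9 in RKO, and the interferon-stimulated gene IFI27 read 45.5 in HCT116 and 3513 in RKO. Log2 signals correlated across probe sets with r = 0.933 to 0.968 between arrays of a line and with r = 0.868 to 0.901 between arrays of different lines. Probe sets are not independent replicates, so these values describe the arrays. The first division of the cluster tree separated the lines. The response to 5-aza-dC differed between the lines at 13 probe sets, all with a larger effect in HCT116. TKTL1, a transketolase-like gene, had a difference of 6.81 on the log2 scale, and SPARC, a matrix protein gene, one of 3.67. The SPARC difference no longer passed with a floor of 20. The TSA effect differed at 169 probe sets (66 with a higher and 103 with a lower effect in HCT116), such as the transcription factor gene RUNX2 with 1.86 and the complement regulator gene CD55 with −1.37. These counts depend on single arrays. The difference of the 5-aza-dC effect between HCT116 and RKO ran from 7 (without the RKO array with TSA) to 57 (without the HCT116 array with TSA) and was 8 with no filter and 68 without both RKO arrays labelled PJ-34 and PJ-34/5-aza-dC, a setting chosen after the data were seen. The difference of the TSA effect between HCT116 and RKO ran from 19 (without the HCT116 array with PJ-34) to 762 (without the HCT116 array with PJ-34/5-aza-dC), was 68 with no filter and 56 without both of these arrays, and moved by more than 1.5 times except without the RKO array labelled PJ-34/5-aza-dC (155) or the HCT116 arrays with TSA (183) or 5-aza-dC/TSA (123). For PJ-34 limma called no difference between the lines, with 1480 probe sets at an unadjusted p under 0.05. The RKO side of these tests includes the arrays labelled PJ-34 and PJ-34/5-aza-dC. The paper proposes that the genetic and epigenomic background of the lines accounts for their distinct profiles.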

In the HCT116 cells, cluster analysis showed that PJ-34, 5-aza-dC, and their combinational treatment showed a distinct pattern of up- and down-regulated gene profiles as shown in Figure 4B. 

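In HCT116 cells 5-aza-dC raised 238 probe sets and lowered 25 of 35373, which are 157 genes up and 22 down (limma, adjusted p under 0.05). TKTL1 had the largest rise, 7.18 on the log2 scale (SE 0.50, adjusted p = 3.91e-06). The mean of its deposited signals, without the floor or log2 of the model, was 60.1 without 5-aza-dC and 15737 with it. The cancer-testis antigen gene MAGEA4 rose by 4.88 (SE 0.38, adjusted p = 1.16e-05), IFI27 by 4.78 (SE 0.40, adjusted p = 1.86e-05) and UCHL1, a ubiquitin hydrolase gene, by 4.08 (SE 0.42, adjusted p = 1.16e-04). SPARC rose by 4.00 (SE 0.20) and PRF1, which encodes perforin, by 3.47 (SE 0.19), both at an adjusted p of 3.26e-07. The intermediate filament genes KRT20 and VIM rose by 3.09 and 2.96. Among the few that fell was ANXA10, an annexin gene, with −1.30 (SE 0.17, adjusted p = 1.19e-03). DNMT1 RNA had a log2 value of −0.01 (SE 0.10, adjusted p = 0.982). Cancer-testis antigens had 9 of 16 genes up (13 when adjusted over the list alone, median 2.11, camera adjusted p = 1.14e-20). The genes methylated in colorectal cancer had 5 of 28 up (9 when adjusted over the list alone, camera adjusted p = 1.51e-07), and the HDAC inhibitor response genes 7 of 19 (13 up and 1 down over the list alone, camera adjusted p = 4.5e-09), among them DHRS2 with 2.82 and the histone gene H1-2 with 2.15. Interferon-stimulated genes had 3 of 36 up (8 when adjusted over the list alone, camera adjusted p = 6.38e-05), with IFITM1 at 1.37 and BST2 at 2.40. With an estimated correlation these 4 lists had an adjusted p of 0.463. The BST2 call ended in the fit without the 5-aza-dC array and with no filter. The IFITM1 and VIM calls ended with all 16 arrays in 1 fit. PJ-34 moved no probe set past the test in HCT116 (smallest adjusted p 0.981, with 1323 at an unadjusted p under 0.05), and PARP1 had a log2 value of 0.08 (SE 0.13, adjusted p = 0.988). No probe set passed the test of an interaction of PJ-34 with 5-aza-dC over both lines (42119 tested, smallest adjusted p 0.399, with 2872 at an unadjusted p under 0.05). This fit includes the RKO arrays labelled PJ-34 and PJ-34/5-aza-dC. Some probe sets passed without both of them, a setting chosen after the data were seen, and in some fits without 1 array. In simulated data the interaction test of 5-aza-dC with TSA, of the same form, called 1.49% of probe sets with a log2 interaction of 1. At a log2 of 2 it called 41.8%. The lack of calls therefore does not exclude an interaction. Of the 38 genes chosen for report under 5-aza-dC, 23 stayed past the test in every fit without 1 array that tested them. Among these 23, MAGEA4, KRT12, DKK4 and SRGN were tested in only 4 of the 8 such fits. Without the 5-aza-dC array 95 probe sets passed and without the TSA array 1606.

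**Figure D1:**
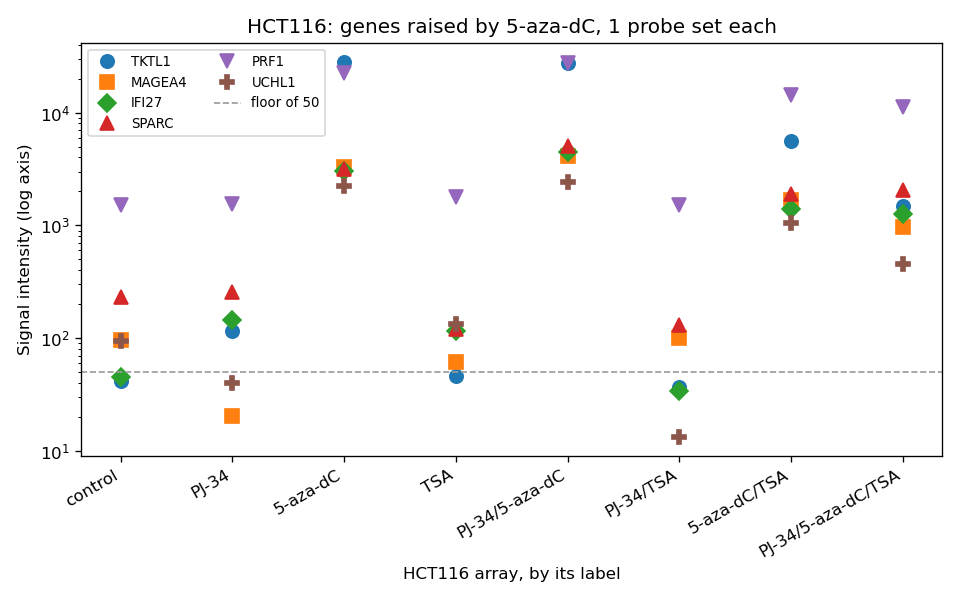
Signal of 6 genes on the 8 HCT116 arrays (x axis, condition; y axis, signal intensity on a log axis, with a line at 50), 1 array per point. In TKTL1 the 4 arrays with 5-aza-dC lie between 1479 and 28199 and the others at 116 or less.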

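Other lists under 5-aza-dC in HCT116 had few genes past the test. Mesenchyme markers had 3 of 14 up, with COL6A3 at 3.07, and blood-lineage markers 2 of 12, with SRGN at 3.40 (camera adjusted p = 4.65e-05 and 4.53e-03). The genes that the study names had 1 of 7 up (3 when adjusted over the list alone, camera adjusted p = 4.72e-04). A single gene rose in each list of 28 p53 targets, 16 Wnt targets, 24 stress response genes, 18 colon markers and 18 PARP family genes, with camera adjusted p of 0.0305, 9.36e-03, 5.59e-05 and 0.383 for the first 4. Some of these calls ended in fits without 1 of the 8 arrays, PLK2 (p53 targets) in 6, CTH (stress response) in 5, PARP10 in 7 and SOX9 (Wnt targets) in 1, and among the blood-lineage markers LAPTM5 in 6. The stress response list ran downward in the mean (2 up and 9 down when adjusted over the list alone, median −0.38). No germline, metallothionein, homologous recombination or cholesterol synthesis gene passed (limma), though camera gave an adjusted p of 0.0397, 2.71e-04, 0.0394 and 8.1e-03. When adjusted over the list alone, mesenchyme and blood-lineage markers each had 4 up, p53 targets 3 up and 1 down, Wnt targets 5 up and 1 down, colon markers 6 up and 1 down, the PARP family 1 up, germline genes 2 up, metallothioneins 4 down, homologous recombination 1 down and cholesterol synthesis none. Estimated correlations gave an adjusted p of at least 0.463 for each list that camera called. Nothing passed, by either adjustment, among 32 mitosis, 40 DNA replication, 15 DNA methylation machinery, 16 histone deacetylase, 23 base excision repair, 9 aryl hydrocarbon receptor, 17 NF-kB and 22 ribosomal protein genes. PJ-34 had no gene of any list past limma's test, and 1 of 9 aryl hydrocarbon receptor targets was up when adjusted over the list alone. Camera gave an adjusted p of 0.0414 for mitosis genes (median −0.08), 0.0170 for DNA replication (0.09), 0.0168 for metallothioneins (0.15), 0.0416 for aryl hydrocarbon receptor targets (0.10) and 9.94e-03 for ribosomal protein genes (0.08), and none of them passed with an estimated correlation. The ribosomal result had the opposite sign after quantile normalization.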

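Counts of ratios to the control array were made without replicates in HCT116. At least 5-fold higher signals were found for 3096 probe sets after PJ-34, 3395 after 5-aza-dC and 2969 after both, and at least 5-fold lower signals for 2642, 2364 and 3591. Arrays were also simulated without any mean effect of a drug, from the residual spread of the signals, which holds array noise and any interaction of the drugs. The simulated means were 2791, 2797 and 2800 higher and 2809, 2777 and 2796 lower. Once every array was scaled to the common median, the counts were 2944, 2986 and 3289 higher and 2799, 2685 and 3223 lower. With signals under 50 set to 50 there were 201 after PJ-34, 471 after 5-aza-dC and 360 after both that were higher, and 158, 134 and 350 that were lower. The simulation then gave more, with means of 564, 566.5 and 567 higher and 565, 564 and 563 lower. It is therefore no reliable measure at brighter signals. DHRS2 shows a change of at least 5-fold at bright signals. It read 626 in the control, 806 with PJ-34, 7126 with 5-aza-dC and 8149 with both. In 95.2% to 98.4% of the ratios made without a floor, the dimmer signal was under 50, where no detection call that could be read was Present. Of the probe sets 5-fold higher after PJ-34 and after 5-aza-dC, 1375 were shared, against 995 in the simulations, and of those 5-fold lower 639, against 853.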

Venn diagrams for the numbers of differently up- and down-regulated genes after treatment with PJ-34, 5-aza-dC, and their combination showed that combinational treatment showed more up- and down-regulated genes than single treatments in HCT116 cells (Figure 4C, upper panels). 

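In RKO the array labelled PJ-34 had 3342 probe sets at least 5-fold higher than the control, 5-aza-dC 3518 and the array labelled PJ-34/5-aza-dC 2878. At least 5-fold lower were 2530, 1971 and 2783. The simulation gave means of 2737, 2754 and 2735 higher and 2746, 2745 and 2745 lower, so the arrays labelled PJ-34 and 5-aza-dC had fewer lower ratios than simulated. Once every array was scaled to the common median, the counts were 2972, 2785 and 2772 higher and 2840, 2562 and 2898 lower. The 2840 lower ratios of the array labelled PJ-34 then lay within the simulated range of 2662 to 2883. With a floor of 50 there were 237, 293 and 86 higher and 76, 59 and 78 lower. Bright examples come from LOX, which encodes a collagen cross-linking enzyme. A LOX probe set read 197 in the control, 5981 in the array labelled PJ-34, 3837 with 5-aza-dC and 95.6 in the array labelled PJ-34/5-aza-dC. Of the 5-fold higher probe sets, 1644 were shared by the arrays labelled PJ-34 and 5-aza-dC, against 960 in the simulation, and of the 5-fold lower ones 571, against 847. Across the 8 RKO arrays limma called no probe set for PJ-34 (895 of 33862 at an unadjusted p under 0.05) or for 5-aza-dC (1759 at an unadjusted p under 0.05, smallest adjusted p 0.882). PARP1 had a log2 value of −0.10 (SE 0.10, adjusted p = 1) for PJ-34, and DNMT1 −0.13 (SE 0.11, adjusted p = 0.884) for 5-aza-dC. Without the array labelled PJ-34, 62 probe sets passed for 5-aza-dC. Without this array and the one labelled PJ-34/5-aza-dC, a setting chosen after the data were seen, 345 rose and 265 fell. Lists called by camera with no gene past limma's test were, for 5-aza-dC, cancer-testis antigens (median 0.86, adjusted p = 0.0361), p53 targets (0.29, adjusted p = 8.12e-07), mitosis (−0.09, adjusted p = 8.68e-03), DNA replication (−0.19, adjusted p = 1.47e-07), base excision repair (−0.07, adjusted p = 0.0429), homologous recombination (−0.19, adjusted p = 4.27e-03) and ribosomal protein genes (0.10, adjusted p = 1.33e-05, opposite sign after quantile normalization). For PJ-34 they were p53 targets (0.14, adjusted p = 8.1e-03), mitosis (−0.07, adjusted p = 3.06e-03) and DNA replication (−0.07, adjusted p = 0.0131). None passed with an estimated correlation (adjusted p = 0.754 or more), and when adjusted over the list alone 1 metallothionein was down for 5-aza-dC and no other list gene passed for either drug.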

In the RKO cells, the numbers of differently up- and down-regulated genes after treatment with PJ-34, 5-aza-dC, and their combination were similar (Figure 4C, lower panels).

When we narrowed down to 16-fold and 32-fold or more up-regulated genes in HCT116 and RKO cells after single treatments of PJ-34, 5-aza-dC and TSA as shown in Figure 4D, we found only one and four genes remained as up-regulated genes after PJ-34 treatment in HCT116 and RKO cells, respectively. 

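After PJ-34, 58 probe sets of HCT116 read at least 32-fold above the control, and none did with signals under 50 set to 50. DDX28, an RNA helicase gene, was the brightest, with 413 against 10.6 in the control, a ratio of 38.9. ZNF3, a zinc finger gene, read 312 against 8.17. Only 4 of the 58 reached a signal of 250 and none reached 1000, and their median treated signal was 142. The simulated mean was 98.8 such ratios, but the simulation is no reliable measure of the brighter ones, here and for the other counts at 32-fold. In RKO, the array labelled PJ-34 had 72, of which 31 reached 250 and 14 reached 1000, against a simulated mean of 99.0. With the floor 9 remained. Among the 72 were probe sets of several GAGE genes and of other cancer-testis genes. Of the genes given next, CTAG2, MAGEA6, MAGEA4 and LOX fell under 32-fold with the floor. MAGEB2 read 6122 against 113 in the control, CTAG2 1075 against 21.7, MAGEA6 803 against 15.7 and MAGEA4 836 against 3.55. CDKN2A read 2180 against 47.9 and LOX 1333 against 34.3. In the array labelled PJ-34/5-aza-dC, MAGEA4 read 35.8, CDKN2A 142 and LOX 39.7, each far below the array labelled PJ-34. At 16-fold there were 469 probe sets in HCT116, against a simulated 416, and 484 in RKO, against 400.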

In the case of TSA, only three and one genes remained as up-regulated genes in HCT116 and RKO cells, respectively. On the other hand, 51 and 16 genes still remained as up-regulated genes after 5-aza-dC treatment in HCT116 and RKO cells, respectively. It may suggest that the potential of gene up-regulation is higher with 5-aza-dC compared with PJ-34 and TSA. In these genes, *PDGFD* [35] was commonly up-regulated by PJ-34 and 5-aza-dC in HCT116 cells. 

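TSA gave 67 probe sets at least 32-fold above the control in HCT116 and 42 in RKO, and none of either line with signals under 50 set to 50. The brightest in HCT116 were EEPD1 with 364 against 10.4, ANO7 with 344 against 10.3 and IL1RL1, which encodes an interleukin receptor, with 309 against 9.35. A signal of 250 was reached by 9 in HCT116 and by none in RKO, where the median treated signal was 111. The simulation gave means of 101 and 95.5 ratios of this size. At 16-fold there were 510 and 381, against 422 and 393 in the simulation, and with the floor 2 and none. Genes that passed limma's test under TSA in HCT116 changed by smaller factors at brighter signals. DHRS2, for example, read 4347 after TSA and 5871 after PJ-34/TSA.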

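After 5-aza-dC, 118 probe sets of HCT116 read at least 32-fold above the control, against 101 in the simulation. Unlike the other drugs in HCT116, 5-aza-dC kept 16 of its ratios with signals under 50 set to 50. TKTL1 read 28199 against 41.3, a ratio of 683. CTCFL, a germline relative of CTCF, read 1707 against 16.7, a ratio of 102. KRT12, a keratin gene, was 50.4-fold and IFI27 66.3-fold higher, and KRT12 was 21.6-fold higher with the floor. MAGEA4 read 3321 against 96.7, or 34.3-fold. In all, 51 of the 118 reached a signal of 250 and 24 reached 1000. In RKO 5-aza-dC gave 76 such ratios against 96.7 in the simulation, of which 20 reached 250, 7 reached 1000 and 6 passed with the floor. CLDN7, a tight junction gene, read 507 against 9.60 and PLAC1, a placental gene, 458 against 7.05. At 16-fold there were 587 in HCT116 (431 in the simulation, 45 with the floor) and 496 in RKO (402 in the simulation, 13 with the floor). Scaled to the common median, the counts at 32-fold in HCT116 were 93 for 5-aza-dC, 52 for PJ-34 and 73 for TSA. In RKO they were 36 for 5-aza-dC, 60 for the array labelled PJ-34 and 40 for TSA. With the floor the RKO array labelled PJ-34 kept 9. From the counts that remain at 32-fold, the paper proposes that 5-aza-dC has a higher potential to raise gene expression than PJ-34 or TSA.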

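PDGFD encodes a growth factor of the platelet-derived family and has a pair of probe sets on the array. With the first the HCT116 signal was 4.57 in the control, 142 after PJ-34 and 194 after 5-aza-dC, which are ratios of 31.1 and 42.4. TSA gave 182, a ratio of 39.8. The pairs read 53.8 for PJ-34/5-aza-dC, 74.7 for PJ-34/TSA and 53.0 for 5-aza-dC/TSA. With the other the signal was 134 in the control, 25.6 after PJ-34, 205 after 5-aza-dC and 56.3 after TSA, ratios of 0.191, 1.53 and 0.419. Every one of these signals is below 250, a range where most detection calls that could be read are Absent, and there is 1 array per condition. In HCT116, 12 probe sets were at least 32-fold higher after both PJ-34 and 5-aza-dC, against 11.2 in the simulation.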

*RANBP9* [36] was commonly up-regulated by PJ-34. 

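RANBP9 encodes a scaffold protein that binds the small GTPase Ran. It has 4 probe sets, of which 3 were bright in every array of HCT116. The brightest read 13532 in the control and 11163 after PJ-34, and the next read 2517 and 2670. Of the others, the brighter one read 1208 and 1130 and the dimmer one 181 and 79.1. After 5-aza-dC the same 4 probe sets read 13822, 3512, 1841 and 90.9. No change of RANBP9 by PJ-34 passed limma's test in HCT116 or RKO.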

*GAGE5* [37] was up-regulated commonly by PJ-34 and 5-aza-dC in RKO cells. These three genes are known to be overexpressed in cancers, suggesting that the up-regulation of these genes may decrease anti-tumor effects.

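GAGE genes are cancer-testis antigens whose copies share nearly all their sequence, and the annotation pairs their 4 bright probe sets with several GAGE genes, so none of those values belongs to a single copy. A dim probe set of GAGE1 alone read 14.3 in the RKO control, 246.5 in the array labelled PJ-34 and 145.5 with 5-aza-dC. In RKO one of the bright probe sets read 7.02 in the control, 17124 in the array labelled PJ-34 and 10884 after 5-aza-dC. It read 10108 with 5-aza-dC/TSA and 7516 with all 3 drugs, but 18.3 in the array labelled PJ-34/5-aza-dC, 55.3 with TSA and 23.2 with PJ-34/TSA. A total of 4 probe sets of several GAGE genes were at least 32-fold higher in the array labelled PJ-34, and the same number after 5-aza-dC. In RKO 32 probe sets were 32-fold higher in both of these arrays, against 11.9 in the simulation, and 6 were with signals under 50 set to 50. The high array labelled PJ-34 and the low array labelled PJ-34/5-aza-dC bear on any direction drawn from these labels.

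**Figure D2:**
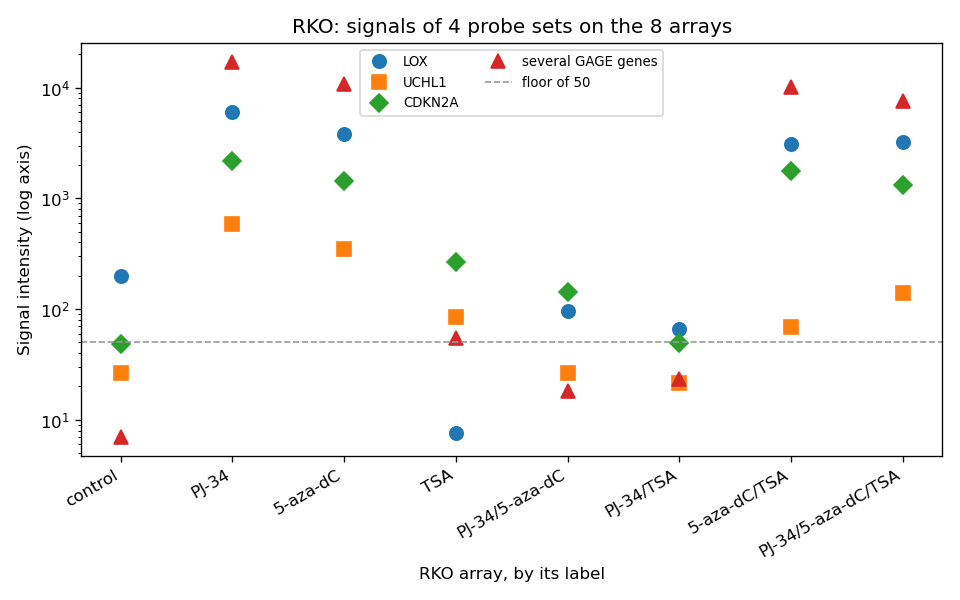
Signal of LOX, UCHL1, CDKN2A and a probe set of several GAGE genes on the 8 RKO arrays (x axis, condition by its label; y axis, signal intensity on a log axis, with a line at 50), 1 array per point. For LOX, CDKN2A and GAGE the array labelled PJ-34 lies with those labelled 5-aza-dC, 5-aza-dC/TSA and all 3 drugs. The array labelled PJ-34/5-aza-dC lies nearer the control, with 18.3 for GAGE against 17124 in the array labelled PJ-34. UCHL1 reads 592 in the array labelled PJ-34, but 68.2 with 5-aza-dC/TSA, below the 85.4 with TSA.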

### 3.6. Distinct Profiles of Reactivation of Silenced Genes by 5-aza-dC, PARP Inhibitor, and Their Combination in HCT116 and RKO Cells

Among the transcriptional profiles, we focused on silenced genes and their reactivation after PJ-34, 5-aza-dC, and the combinational treatment of both drugs in comparison with TSA treatment alone or in combination. In Figure 4E, genes which showed the control level of raw data lower than 50 and showing reactivation to five-fold or more to reach at least to raw data of 50 in at least one single treatment condition were chosen and cluster analysis was carried out in HCT116 and RKO cells. 

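Applied to the deposited signals, this rule took 12933 probe sets of HCT116 and 14812 of RKO with a control signal under 50, and 5784 and 5661 of them were reactivated by at least 1 single drug. The simulation gave means of 4857 and 4755. Reactivation to a signal of at least 250 was seen for 572 probe sets in HCT116 and 337 in RKO, fewer than the simulated means of 1071 and 889.9. The simulation is no reliable measure at bright signals. Counts at 250 below its means, here and further on, therefore say nothing about noise. The interferon-stimulated gene IFI27 went in HCT116 from under 50 to 3015 with 5-aza-dC, and in RKO UCHL1 read 26.4 in the control and 345 with 5-aza-dC. The control under 50 is below the range where detection calls were Present: no signal under 50 in the part of the supplementary table that could be read was called Present, and of 13205 at 500 or more, 99.3% were.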

In each cell line, single treatments show different gene reactivation patterns and their combinations also caused distinct reactivation profiles. 

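By the same rule 2800 probe sets were reactivated by PJ-34, 2984 by 5-aza-dC and 2887 by TSA in HCT116, against 2162, 2168 and 2178 in the simulation. All 3 drugs shared 590 (261 in the simulation). By 1 drug alone, 1123 were reactivated by PJ-34, 1232 by 5-aza-dC and 1132 by TSA. In RKO the array labelled PJ-34 had 2874, 5-aza-dC 3062 and TSA 2595, of which 613 were shared by all (238 in the simulation) and 1130, 1235 and 1039 were found in a single one. At a treated signal of at least 250, the counts were 146, 308 and 187 in HCT116, with 3 shared by all, where the simulation gave 382, 382 and 379.8, and 3.10 shared. In RKO they were 150, 206 and 77, with 8 shared by all, where it gave 311, 318 and 319, and 5.45 shared. PJ-34 and 5-aza-dC shared 1132 in HCT116, against 637 in the simulation, and in RKO the arrays labelled PJ-34 and 5-aza-dC shared 1314, against 592. All ratios of a line use the same control array, so a low control signal alone makes drugs share probe sets. MAGEA4 was reactivated in RKO in the array labelled PJ-34 and with 5-aza-dC, where it read 285, and it read 23.4 with TSA.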

When we compared the reactivated genes in single treatment conditions, the numbers of commonly reactivated genes were less than differently reactivated genes in HCT-116 and RKO cells (Figure 4F). 

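SOCS3 restrains cytokine signalling and has 4 probe sets. In HCT116 one of them read 36.2 in the control, 272 after PJ-34, 16.0 after 5-aza-dC and 55.9 after TSA, and another went from 27.4 in the control to 227 after TSA. The brightest read 858 in the control and 828 after PJ-34, and TSA changed it by −0.78 on the log2 scale (SE 0.21, adjusted p = 0.0307 from limma), a call that ended in 6 of the 8 fits without 1 array. SFRP4 encodes an inhibitor of Wnt signalling. One SFRP4 probe set read 16.6 in the control, 104 after PJ-34, 41.6 after 5-aza-dC and 189 after TSA, and the other read 14.8, 9.80, 173 and 55.6. Each SFRP4 signal is under 250, and for neither gene did PJ-34 or 5-aza-dC pass limma's test in HCT116.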

In differently reactivated genes, *SOCS3* [38] and *SFRP4* [39] as potential tumor suppressor genes, were noted in PJ-34 and 5-aza-dC treatments, respectively. Similarly, *CDX2* and *LOX*, *UCHL1*, and *SHRP1* were found in the reactivated genes of PJ-34 and 5-aza-dC treatments, respectively, in RKO cells. 

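CDX2 encodes a transcription factor of the gut. In RKO one of its probe sets read 28.4 in the control, 214 in the array labelled PJ-34, 34.5 with 5-aza-dC and 190 with TSA, and the other read 134, 73.6, 107 and 68.8. UCHL1 read 592 in the array labelled PJ-34 and 26.4 in the array labelled PJ-34/5-aza-dC, beside 85.4 with TSA, 68.2 with 5-aza-dC/TSA and 140 with all 3 drugs. Its other probe set read 176 in the control, 18.0 in the array labelled PJ-34, 144 with 5-aza-dC and 64.8 with TSA. Another LOX probe set read 117 in the control, 1592 in the array labelled PJ-34, 1126 with 5-aza-dC, 82.7 in the array labelled PJ-34/5-aza-dC, 681 with 5-aza-dC/TSA and 725 with all 3 drugs. Over the 8 RKO arrays, the brightest LOX probe set had a log2 value of 2.48 for 5-aza-dC (SE 1.40, adjusted p = 0.882 from limma) and 0.01 for PJ-34 (SE 1.40). For SHRP1, read here as SFRP1, signals were 176 or less in every RKO array. One SFRP1 probe set met the reactivation rule with 5-aza-dC (138 against 20.6 in the control) and in the array labelled PJ-34 (118). Another met it with TSA (120 against 13.0 in the control). The 3 LOX probe sets each read higher in the array labelled PJ-34, and lower in the array labelled PJ-34/5-aza-dC, than with 5-aza-dC, 5-aza-dC/TSA or all 3 drugs.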

*CDH*1, a tumor suppresor gene which encodes E-cadherin [40], was reactivated commonly in 5-aza-dC and TSA treatment in RKO cells. 

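E-cadherin RNA was near the floor of the array in RKO. One CDH1 probe set read 7.51 in the control, 71.5 in the array labelled PJ-34, 32.3 with 5-aza-dC and 87.0 with TSA, and the other read 9.83, 13.0, 117 and 9.77. So the array labelled PJ-34 and TSA passed the rule on the first probe set of CDH1, and 5-aza-dC on the other. In HCT116, where the gene is active, the latter probe set read 7566 after PJ-34, 8707 after 5-aza-dC and 6771 after TSA, and the TSA effect was −0.53 on the log2 scale (SE 0.12, adjusted p = 0.0136 from limma), a call that ended in 3 of the 8 fits without 1 array.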

While 5-aza-dC is reported to reactivate a tumor suppressor *p16INK4A* gene [41], no tumor suppressor candidate gene was found among the commonly reactivated genes in PJ-34, 5-aza-dC, and TSA treatments in the either the HCT116 or RKO cell lines.

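CDKN2A is the gene of p16. In RKO, its brightest probe set was under 50 in the control and passed the reactivation rule in all 3 single arrays, with 1427 after 5-aza-dC and 268 after TSA. The pairs read 142 in the array labelled PJ-34/5-aza-dC, 49.1 with PJ-34/TSA and 1776 with 5-aza-dC/TSA, and all 3 drugs together read 1318. Another of its probe sets read 58.1 in the control, 479 in the array labelled PJ-34, 412 with 5-aza-dC and 21.9 with TSA. A dim one read 45.2 in the control, 54.8 in the array labelled PJ-34, 63.4 with 5-aza-dC and 24.8 with TSA, and passed the rule in none of these arrays. In HCT116 the brightest probe set read 6048 after PJ-34, 5469 after 5-aza-dC and 6568 after TSA, so the gene was not silent there.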

Next, we analyzed the differences and commonness in the reactivated genes in the either two drug combinations and their single treatments. As shown in Figure 4G, in both HCT116 and RKO cells, the numbers of reactivated genes were higher in 5-aza-dC/PJ-34 and 5-aza-dC/TSA combinations than TSA/PJ-34 combinations.

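In HCT116 PJ-34/5-aza-dC reactivated 2593 probe sets, 5-aza-dC/TSA 2277 and PJ-34/TSA 1946, against simulated means of 2166, 2171 and 2150. Reaching a signal of 250 were 220, 135 and 48, fewer than the simulated 386, 386 and 383. In RKO 5-aza-dC/TSA reactivated 2833, the array labelled PJ-34/5-aza-dC 2485 and PJ-34/TSA 2407, against 2093, 2092 and 2105 in the simulation, and 148, 67 and 56 of them reached 250, against 326, 319.6 and 318. Scaled to the common median, these arrays reactivated 2634, 2441 and 2547, with PJ-34/TSA above the array labelled PJ-34/5-aza-dC, and in HCT116 the counts were 2851, 2578 and 2411. All 3 drugs together reactivated 2442 in HCT116 and 3984 in RKO, where this array also had the highest median signal. After scaling to the common median these counts were 2662 and 3002. With all 3 drugs 136 reached 250 in HCT116, fewer than the simulated 377. In RKO 443 did, more than the simulated 317. UCHL1 in HCT116 read 94.6 in the control, so it was outside the rule, but 2442 with PJ-34/5-aza-dC and 1056 with 5-aza-dC/TSA, and 13.3 with PJ-34/TSA.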

From the therapeutic viewpoint, if combinational treatment can reactivate genes at higher levels than in single treatments, the potential therapeutic benefits can be expected. Therefore, we further classified the reactivated genes in HCT116 and RKO cells by the reactivation levels in single or two drug combinations as shown in Table 2. Notably, the combination of either 5-aza-dC/PJ-34, 5-aza-dC/TSA, and TSA/PJ-34 showed numbers of reactivated genes at higher levels than in each single treatment condition (Table 2(i,ii)). Among these two drug combinations, 5-aza-dC/PJ-34 combination showed the highest numbers of reactivated genes that showed reactivation only in the combinational treatment in both HCT116 and RKO cells (Table 2(iii)).

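Probe sets that passed the reactivation rule in a pair and in both of its drugs, with a higher signal in the pair than in either, numbered 136 for PJ-34/5-aza-dC, 84 for PJ-34/TSA and 117 for 5-aza-dC/TSA in HCT116. The simulation gave 87.8, 84.0 and 85.1. In RKO they were 161 for the array labelled PJ-34/5-aza-dC, 156 and 175, against 81.65, 82.2 and 81.55 in the simulation. Where exactly 1 of the drugs reactivated the probe set and the pair read higher than this drug, HCT116 had 232 with PJ-34 and 291 with 5-aza-dC for their pair, 147 with PJ-34 and 157 with TSA for PJ-34/TSA, and 180 with 5-aza-dC and 157 with TSA for 5-aza-dC/TSA. The corresponding simulated means were 190, 189, 184, 186, 193 and 189. RKO had 203 and 197, 228 and 216, and 302 and 210 in the same order, against a simulated 173 and 177, 176 and 174, and 174 and 170. With 250 in place of 50 as the signal to reach, the class of both drugs held 4, 2 and 5 in HCT116, against a simulated 0.85, 1.70 and 1.05, and 5, 3 and 1 in RKO, against 1.70, 1.35 and 1.75. IFI27 is an example with 5-aza-dC, at 4431 with PJ-34/5-aza-dC. Detection calls of single arrays, which the paper's table uses, were not used here.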

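Reactivation in the pair alone was found for 1014 probe sets with PJ-34/5-aza-dC, 719 with PJ-34/TSA and 787 with 5-aza-dC/TSA in HCT116, against 1147, 1149 and 1157 in the simulation. With 250 in place of 50 as the signal to reach, there were 113, 27 and 58, fewer than the simulated 337, 336 and 340.1. In RKO the array labelled PJ-34/5-aza-dC had 980, PJ-34/TSA 970 and 5-aza-dC/TSA 1209, against 1153.2, 1166.3 and 1158.5 in the simulation. With 250 they had 39, 38 and 87, against a simulated 284, 281 and 289. By the rule with 250, the brightest genes of PJ-34/5-aza-dC in HCT116 were LY6D, a keratinocyte surface antigen gene, with 535 against 43.5 in the control and 248 with 5-aza-dC, and TGM2, a transglutaminase gene, with 456 against 14.3, and 172 with PJ-34 and 187 with 5-aza-dC. With all 3 drugs LY6D read 257 and TGM2 207, so both were also above their controls in the other array that holds this pair. MFNG, which encodes a glycosyltransferase acting on Notch, read 439 with the pair and 48.5 with all 3 drugs. For 5-aza-dC/TSA in RKO, the neuronal gene ARC read 664 against 18.2 in the control and 474 with all 3 drugs, and TFPI2 482 against 11.0 and 205. With a single drug ARC read 211 (TSA) and TFPI2 237 (5-aza-dC). For PJ-34/TSA the brightest were C1orf53 in HCT116 with 386, and 161 with TSA, and CYP3A4 in RKO with 392, and 195 with TSA. Of these genes all but MFNG also met the reactivation rule at 50 with a single drug, so they are not reactivated in the pair alone by that rule. No probe set passed limma's interaction tests of PJ-34 with TSA or of 5-aza-dC with TSA over both lines (42119 tested, with 1307 and 1887 at an unadjusted p under 0.05). The model includes the RKO arrays labelled PJ-34 and PJ-34/5-aza-dC. Without both of them, a setting chosen after the data were seen, neither test was without a call. The test of 5-aza-dC with TSA called few simulated interactions at a log2 of 1, so the lack of calls does not exclude an interaction.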

## 4. Discussion

In this study, we investigated the effect of combinational treatment of DNMT inhibitor and PARP inhibitor on the cytotoxicity of cancer cells and found that their combination enhances cytotoxicity in both blood cancer and colon cancer cells. The cytotoxicity of PJ-34 to HL60 and Jarkat cells was previously shown [42], whereas the enhancement of cytotoxicity by combinational treatments of DNA damaging agents, such as doxorubicin, etoposide, cytrabine, and chrolambucil with PJ-34 was not observed [42]. Here in this study, we used 5-aza-dC as DNMT inhibitor and PJ-34 mainly as a PARP inhibitor and demonstrated that their combinational treatment induces distinct changes in the transcriptional profiles and reactivation of different types of silenced genes in single and combinational treatments (Figure 4 and Table 2). 

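Across probe sets of HCT116, the array with PJ-34/5-aza-dC correlated most with 5-aza-dC/TSA (r = 0.954), then with all 3 drugs (r = 0.952), and among the HCT116 arrays least with PJ-34 alone (r = 0.937). With the control it had r = 0.941. PJ-34 alone was nearest to the control (r = 0.956). With no floor, and over probe sets with a signal of at least 250 in 4 arrays, the array nearest to PJ-34/5-aza-dC was instead the one with all 3 drugs. These correlations are across genes, which are not independent replicates. The 1473 probe sets that TSA raised in HCT116 were 0.80 higher than the control on the log2 scale in the TSA array, which was among those that chose them, and 0.32 higher with PJ-34/5-aza-dC, but 0.06 with 5-aza-dC and 0.02 with PJ-34. For the 1707 that TSA lowered the values were −1.09, −0.38, −0.05 and −0.01.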

The altered gene expression profiles were also different from those that were induced by the HDAC inhibitor TSA or its combination with 5-aza-dC. These results suggest that the combination of PARP inhibitor with 5-aza-dC may be useful as a treatment of cancers.

We observed transcription levels of more than hundreds of different genes were up-regulated and down-regulated in 5-aza-dC- and PJ-34-treated cells and, in their combination, suggesting that broad transcriptional alterations occurred. In the case of 5-aza-dC, because we found SSBs/alkali-labile damage is extensively generated (Figure 3A) as previously reported [34], we speculate that genome-wide demethylation as well as SSBs that are induced by DNA replication blockade may contribute to chromatin relaxation and triggers genome-wide changes, not only the up-regulation but also the down-regulation of gene expression. On the other hand, although the PARP inhibitor is reported to block SSB repair and alter chromatin regulations, we could not detect an increase in SSBs/alkali-labile DNA damage after PJ-34 treatment at 3 or 6 µM in the HCT116 cells (Figure 3A); meanwhile, we observed genome-wide transcriptional changes (Figure 4). PARPs consist of 17 family member proteins and it is a question that the inhibition of which PARP molecule is responsible for these transcriptional changes. When *Parp-1* knockout mice were subjected to transcriptional analysis, global transcriptional changes were reported [43]. PARP-1 and PARP-7 are also shown to be involved in pluripotency control of stem cells from chromatin regulation [19]. PARP-2 [44] and tankyrase [45,46] are reported to be involved in transcriptional and chromatin regulation. The clarification of major target PARP(s) that are responsible for transcriptional regulations may be useful for further translational research of PARP inhibitors to clinical applications.

As more extensive genome-wide changes occurred after combinational treatment with 5-aza-dC and PJ-34 compared with the single treatments (Figure 4), the up-regulation of either tumor suppressor genes or the down-regulation as well as expression changes of oncogenes could possibly affect the enhanced cytotoxicity. As shown, among commonly up-regulated genes of 32-fold or more by PJ-34 and 5-aza-dC treatment, as candidate oncogenic genes, *PDGFD* and *GAGE5* were found, respectively, for HCT116 and RKO cells. Therefore, it was considered difficult to identify the major transcriptional alterations that are responsible for the enhanced cytotoxic actions.

In the case with blood cancer cell lines, we observed that apoptosis was enhanced by the combinational treatment of 5-aza-dC and PJ-34. However, with HCT-116, growth delay seemed to be the main action and apoptosis was only slightly increased at least on days 2–3. Analyzing the time course with gene expression changes will be useful for further elucidation of enhanced cytotoxicity.

In vivo xenograft models of combinational treatment of 5-aza-dC and PJ-34 or with other inhibitors of DNMT and PARP will be also necessary for the further optimization of the treatment conditions. If transcriptional changes and DNA replication block both affect the cytotoxicity that is induced by the combination treatment, it may be also worth finding the optimum treatment order and timing of each drug. We also observed treatment with PJ-34 at 6 µM induced DNA demethylation at *Nae* I site as in the case of 5-aza-dC, although the effect of PJ-34 on global DNA methylation was not detected with digestion at *Hpa* II or *Sma* I. A possible speculation could be that PJ-34 may have affected the DNA methylation level of particular sequences in the genome.

It was reported that base excision repair (BER) factors recognize 5-aza-dC-induced lesions in DNA and the combination of 5-aza-dC and PARP inhibitor may cause a synergistic inhibition of DNA repair to improve treatment [34]. However, in colon cancer cells, we did not observe enhanced DNA damage in the combinational treatment with 5-aza-dC and PARP inhibitor. Therefore, it is suggested that the combination of 5-aza-dC and PARP inhibitor can sensitize at least particular cancer cells by inducing broad and distinct transcriptional changes.

5-Aza-dC has been clinically used under the name decitabine. The efficacy of DNA methylation inhibitor decitabine plus the cytidine deaminase inhibitor cedazuridine in the treatment of MDS and chronic myelomonocytic leukemia was demonstrated in the recent clinical studies of ASTX727-01-B and ASTX727-02 and they were approved by the United States Food and Drug Administration [3,4,5]. The ASTX727-01-B study showed that 18% that were in complete remission and 49% of patients were free from transfusion dependence, and the ASTX727-02 study showed that 21%that were in complete remission and 53% of patients were free from transfusion dependence. The ASTX727-02 trial showed that 21% that were in complete remission and 53% of patients were free from transfusion dependency [3,4,5]. These data suggest that the improvement of therapeutic strategy is still necessary.

A Phase I clinical trial reported some efficacy of decitabine and PARP inhibitor talazoparib combination therapy in relapsed/refractory AML and further studies are warranted [47]. Azacytidine is also an inhibitor of DNMT and is similarly incorporated into DNA as 5-aza-dC. Azacytidine has been tested as a single agent as well in the treatment of high-risk MDS. The CALGB9221 trial showed prolonged time to leukemic transformation, improved overall survival, and quality of life [48]. The AZA001 trial showed that the time to leukemic transformation was prolonged and the overall survival was improved [49]. It will be also worth studying whether the combinational treatment of azacytidine and PARP inhibitors sensitize clinical cancers.

## 5. Conclusions

Taken together, these results suggest that combinational treatment with 5-aza-dC and PARP inhibitor could be useful by changing global transcriptional profiles from the profiles of single treatments. These studies will help us understand the involvement of poly(ADP-ribosylation) in the regulation of cancer cell proliferation, epigenome regulation, and cell death, and will enable new applications of poly(ADP-ribosylation)-targeted drugs in cancer therapy.

## Figures and Tables

**Figure 1:**
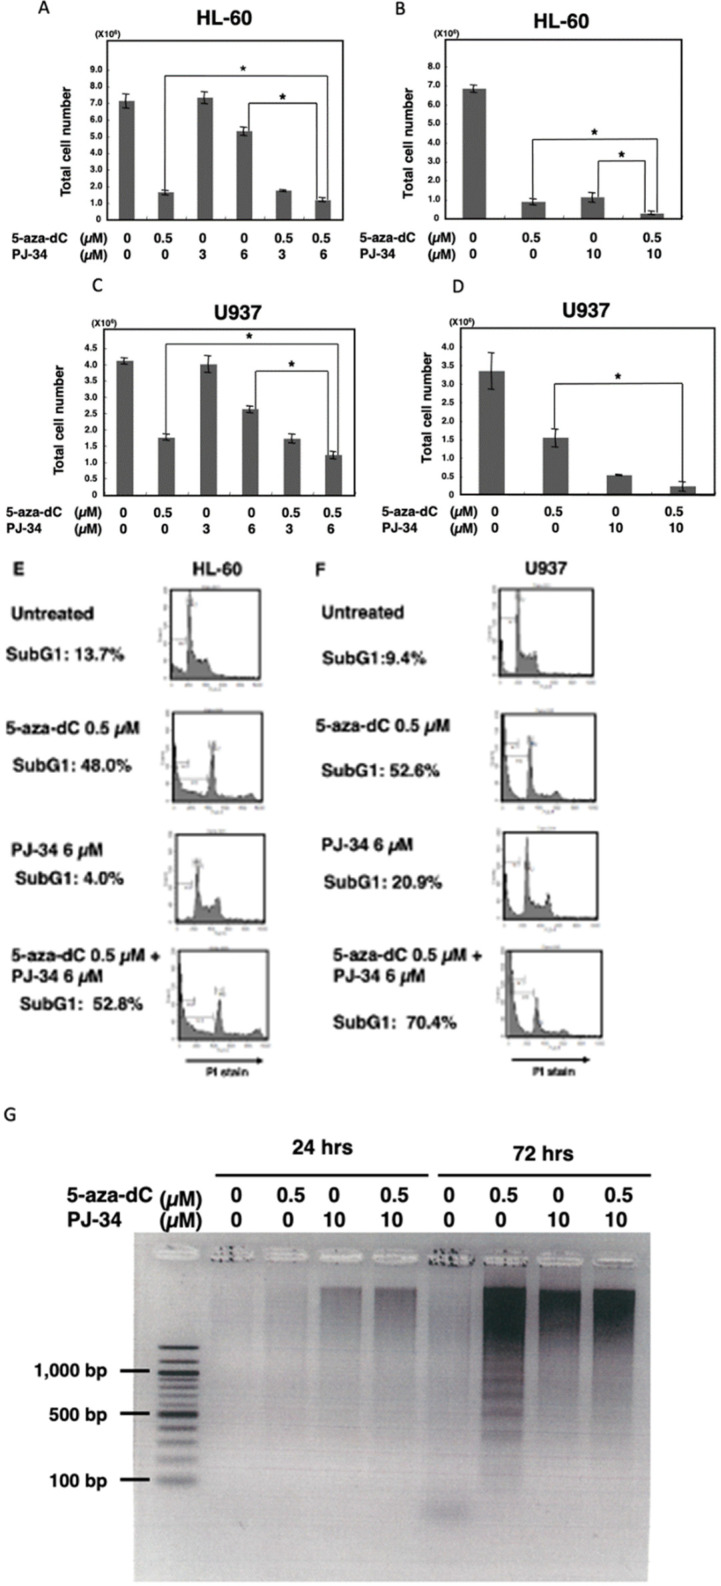
The effect of PJ-34 on the cytotoxicity of 5-aza-dC in HL-60, U937 cells. (**A**,**B**) HL-60 cells were treated with 5-aza-dC and PJ-34 or a combination of these chemicals for 6 days in separate ex-periments. (**C**,**D**) U937 cells were treated with 5-aza-dC and PJ-34 or combination of these chem-icals for 6 days in separate experiments. The viable cell number was counted. * *p* < 0.05, Mean ± S.E. (**E**,**F**): HL-60 and U937 cells were treated with 5-aza-dC and PJ-34 or a combination of these chemicals and analyzed with flow cytometry by staining of DNA with propidium iodide (PI) at 72 h. SubG1 %, which corresponds to cells with less intensity of PI staining compared to that of G1 phase, is indicated. (**G**) HL-60 cells were treated with 5-aza-dC and PJ-34 or a combination of these chemicals and DNA fragmentation was analyzed at 24 and 72 h.

**Figure 2:**
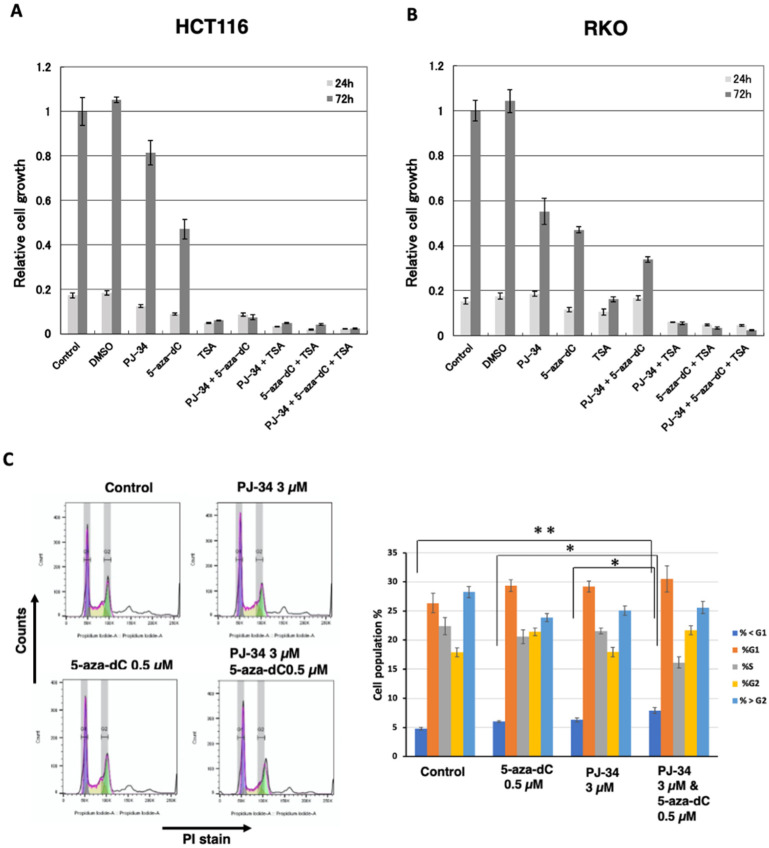
Effects of PJ-34, 5-aza-dC, and TSA in colon cancer HCT116 and RKO cells. (**A**,**B**) Effects of 3 µM PJ-34, 1 µM 5-aza-dC, and 300 nM TSA on the cell growth in colon cancer HCT116 (**A**) and RKO (**B**) for 3 days. *n* = 3. Statistical differences are shown in Table S1. (**C**) HCT116 cells were treated with 5-aza-dC, PARP inhibitors PJ-34 for 2 days and analyzed with flow cytometry analysis. The cells were stained with PI. The left panel shows the representative cell cycle distribution. The right panel shows the cell population % of subG1, G1, S, G2, and superG2 fractions. *N* = 3. Mean ± S.E. Statis-tical differences in SubG1 % is indicated. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
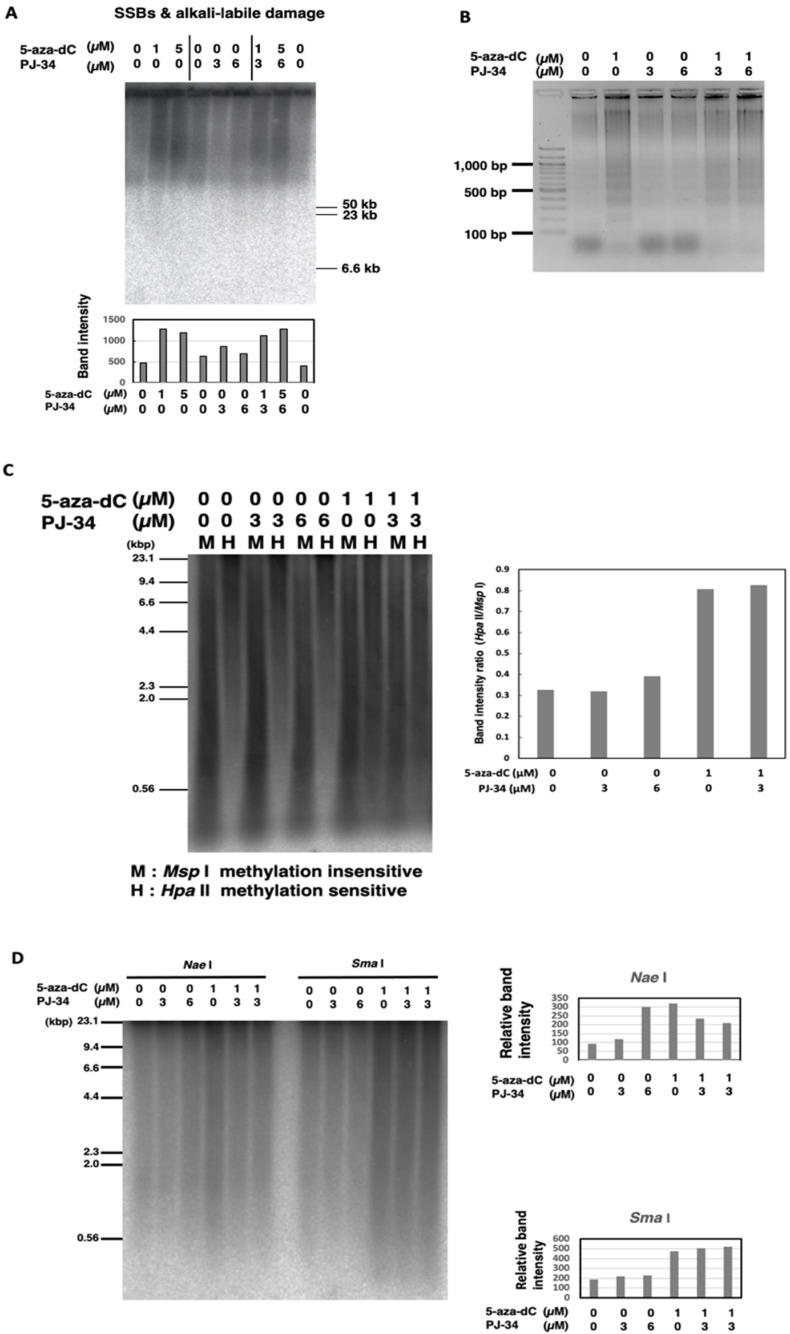
Effect of PJ-34 and 5-aza-dC on SSBs and alkali-labile DNA damage and apoptotic DNA frag-mentation and DNA methylation in colon cancer HCT116 cells. (**A**) The cells were treated with 5-aza-dC, PARP inhibitors PJ-34 for 3 days and genome DNA was analyzed by pulse-field gel electrophoresis in alkaline treatment to observe SSBs and alkali-labile DNA damage and detected with total genome probe by Southern blot analysis. The band intensity was quantified and plotted in the graph shown below. (**B**) Induction of apoptotic DNA ladder formation on day 6 with 5-aza-dC treatment but not with PARP inhibitor. No enhancement of DNA ladder formation was observed with the presence of 5-aza-dC and PARP inhibitor. (**C**,**D**): HCT116 cells were treated with 5-aza-dC, PJ-34, and a combination of 5-aza-dC, PJ-34 for 3 days. Analysis of the DNA methylation level by methylation-insensitive *Msp* I and methylation-sensitive *Hpa* II restriction enzyme digestion (**C**) or methylation sensitive *Nae* I and *Sma* I (**D**). The DNA methylation level was detected with total genome probe by Southern blot analysis. The band intensity was quantified and plotted in the graphs that are shown, respectively.

**Figure 4:**
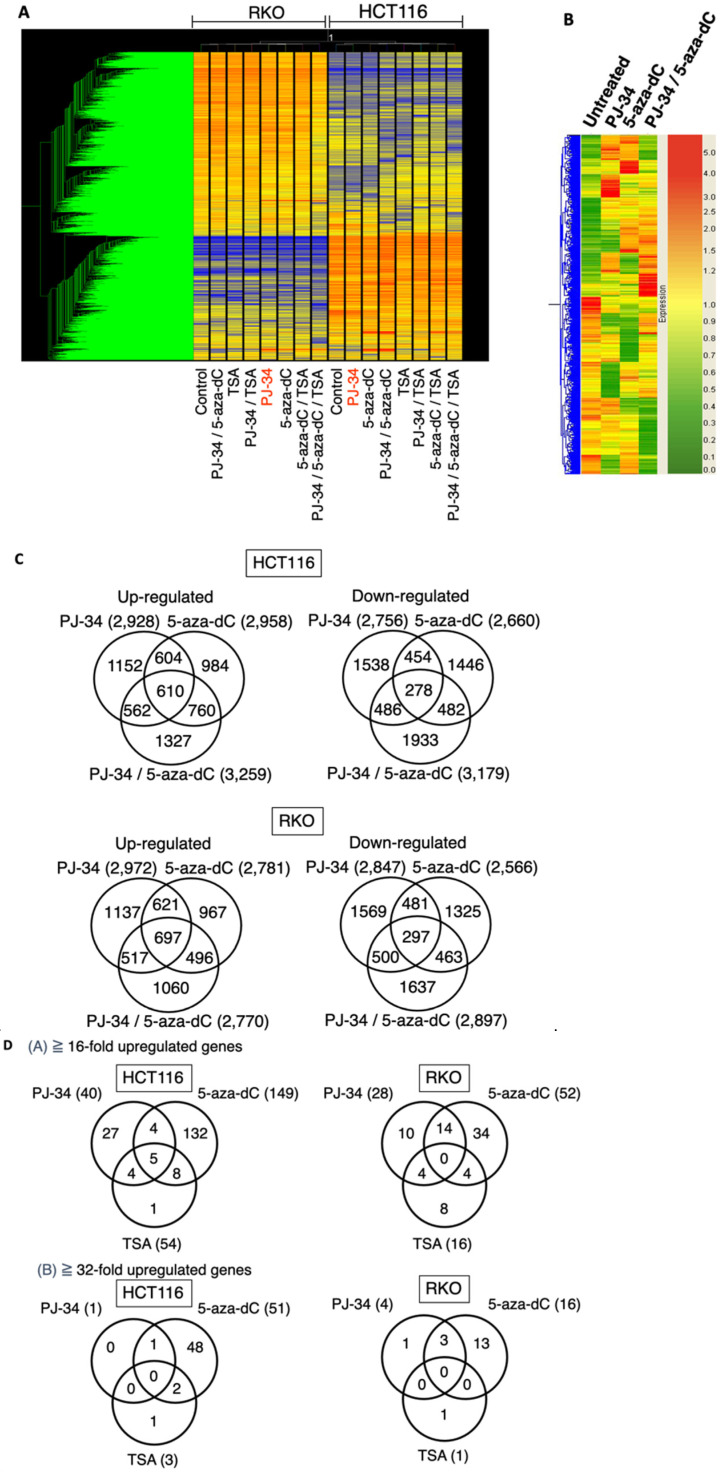

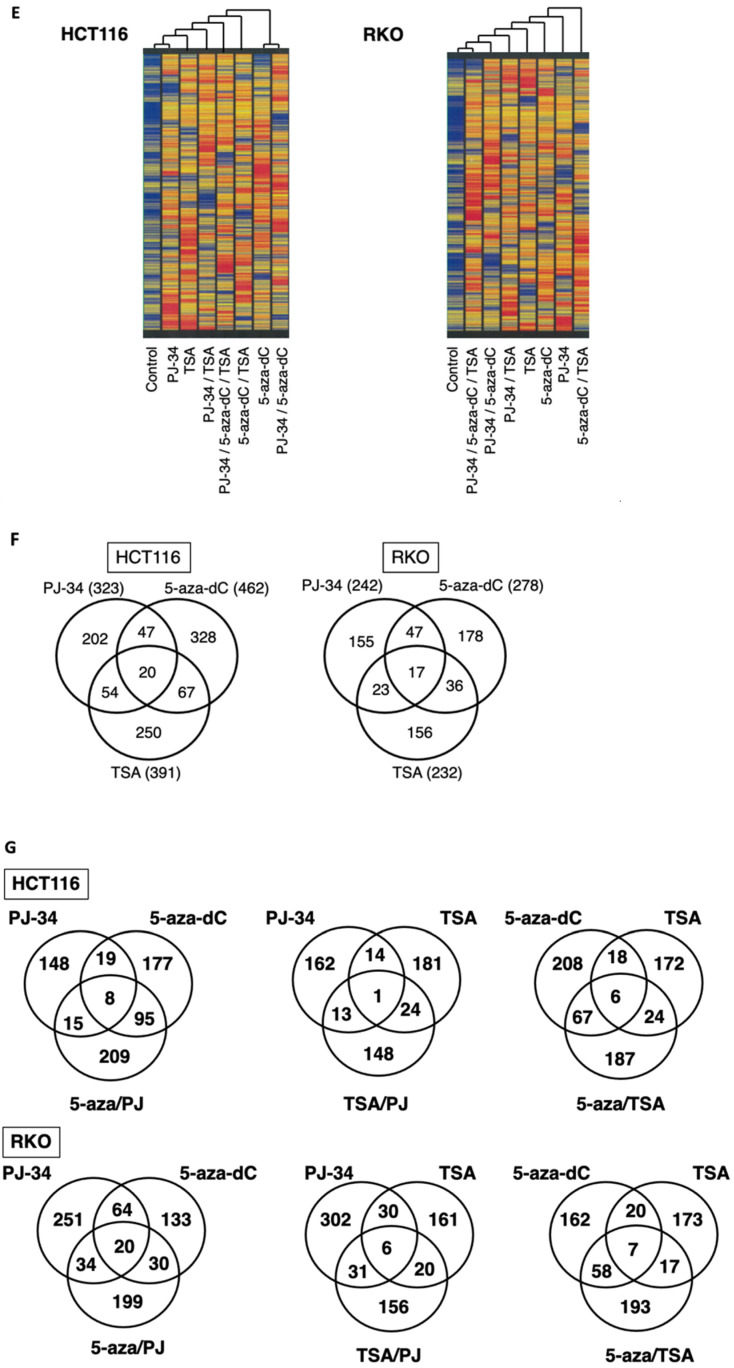
Effect of PJ-34 and 5-aza-dC on the gene expression profiles in HCT116 and RKO cells. HCT116 and RKO cells were treated with 5-aza-dC (5-aza) at 0.5 µM, PJ-34 (PJ) at 3 µM, TSA at 150 nM as a single treatment or in combinations for 3 days and the gene expression profiles were analyzed by microarray analysis. (**A**) Cluster analysis of gene expression profiles in HCT116 and RKO cells. (**B**) Cluster analysis of the gene expression profiles in HCT116 using 12,765 genes chosen. (**C**) Venn diagrams for genes showing 5-fold changes or more compared with the untreated condition in HCT116 and RKO cells. (**D**) Number of genes showing up-regulation by the single treatments with PJ-34, 5-aza-dC, and TSA in HCT116 and RKO cells (**A**) 16-fold or more; (**B**) 32-fold or more). (**E**) Left panel: Cluster analysis of reactivated genes that were induced by PJ3-4, 5-aza-dC, TSA, and their combinations in HCT116 cells (7742 genes chosen). Right panel: Cluster analysis of reactivated genes by PJ-34, 5-aza-dC, TSA, and their combinations in RKO cells (7720 genes chosen). Genes which showed a control level of raw data lower than 50 and showing reactivation that was 5-fold or more to reach at least to raw data of 50 in at least one single treatment condition were used. (**F**) Venn diagrams for the comparison of reactivated genes in HCT116 and RKO cells that were in-duced by the single treatments. (**G**) Venn diagrams for comparison of the reactivated genes in HCT116 and RKO cells that were induced by the single and combinational treatments. Genes of raw data for control less than value 50, and the induction of 5-fold or more to the value of 50 or more, where the flag values of present or marginal are shown. The flag values indicate the quality of signals; present means good, marginal means intermediate, while absent means bad.

**Table 1:** The IC50 and IC30 values of 5-aza-dC, PARP inhibitors, and their combinations for HCT116 cells.

Drug	IC50 *	IC30 *
5-aza-dC	>0.7 μM	0.47 μM
PJ-34	>3.4 μM	>3.4 μM
5-aza-dC/PJ-34 (7:34) ^#^	5-aza-dC 0.61 μM	5-aza-dC 0.44 μM
	PJ-34 3.0 μM	PJ-34 2.1 μM
5-aza-dC	>0.7 μM	0.57 μM
Olaparib	>3.8 μM	3.3 μM
5-aza-dC/Olaparib (7:38) ^#^	5-aza-dC 0.28 μM	5-aza-dC 0.13 μM
	Olaparib 1.5 μM	Olaparib 0.74 μM
5-aza-dC	>0.7	0.61
Talazoparib	0.095	0.032
5-aza-dC/Talazoparib (7:1) ^#^	5-aza-dC 0.14 μM	5-aza-dC 0.64 μM
	Talazoparib 0.02 μM	Talazoparib 0.0092 μM

* CCK assay was carried out 4 days after treatment. ^#^ Molar ratio. For this assay, the ratios of the drugs in the combination treatment were fixed, respectively. IC50-IC30 values for single treatments were chosen for combinational treatment where possible.

**Table 2:** Number of genes that were reactivated by the combinational treatment of chemicals, where flag shows present or marginal.

(i) Both single and combinational treatments show reactivation, and the combinational treatment shows higher levels of reactivation than the reactivation by the single treatment.		
Combination	HCT116	RKO
PJ-34/5-aza-dC	48	51
PJ-34/TSA	29	31
5-aza-dC/TSA	51	45
(ii) Either of single treatments shows reactivation, and the combinational treatment shows higher levels of reactivation than the reactivation by the single treatment		
Combination (classified in groups with the level of reactivation in single treatment)	HCT116	RKO
PJ-34 > 5-aza-dC	35	29
5-aza-dC > PJ-34	31	89
PJ-34 > TSA	43	23
TSA > PJ-34	27	33
5-aza-dC > TSA	56	26
TSA > 5-aza-dC	33	33
(iii) The combinational treatment only shows reactivation		
Combination	HCT116	RKO
PJ-34/5-aza-dC	94	92
PJ-34/TSA	59	47
5-aza-dC/TSA	77	79

## Data Availability

The microarray data is reposited in the GEO database (GSE211027) and the excel file is attached as a Supplementary Table (Table S2).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/2072-6694/14/17/4171/s1. Table S1: *p*-values calculated by statistical analysis with Tukey’s test for Figure 2A,B. Table S2: The Excel file of microarray data.

## References

[1] Jaenisch R., Bird A. (2003). Epigenetic regulation of gene expression: How the genome integrates intrinsic and environmental signals. Nat. Genet..

[2] Ushijima T. (2007). Epigenetic field for cancerization. J. Biochem. Mol. Biol..

[3] Garcia-Manero G., Griffiths E.A., Steensma D.P., Roboz G.J., Wells R., McCloskey J., Odenike O., DeZern A.E., Yee K., Busque L. (2020). Oral cedazuridine/decitabine for mds and cmml: A phase 2 pharmacokinetic/pharmacodynamic randomized crossover study. Blood.

[4] Kim N., Norsworthy K.J., Subramaniam S., Chen H., Manning M.L., Kitabi E., Earp J., Ehrlich L.A., Okusanya O.O., Vallejo J. (2022). Fda approval summary: Decitabine and cedazuridine tablets for myelodysplastic syndromes. Clin. Cancer Res..

[5] Xu K., Hansen E. (2021). Novel agents for myelodysplastic syndromes. J. Oncol. Pharm. Pract..

[6] Shi H., Wei S.H., Leu Y.W., Rahmatpanah F., Liu J.C., Yan P.S., Nephew K.P., Huang T.H. (2003). Triple analysis of the cancer epigenome: An integrated microarray system for assessing gene expression, DNA methylation, and histone acetylation. Cancer Res..

[7] Yamashita K., Upadhyay S., Osada M., Hoque M.O., Xiao Y., Mori M., Sato F., Meltzer S.J., Sidransky D. (2002). Pharmacologic unmasking of epigenetically silenced tumor suppressor genes in esophageal squamous cell carcinoma. Cancer Cell.

[8] Luszczek W., Cheriyath V., Mekhail T.M., Borden E.C. (2010). Combinations of DNA methyltransferase and histone deacetylase inhibitors induce DNA damage in small cell lung cancer cells: Correlation of resistance with ifn-stimulated gene expression. Mol. Cancer Ther..

[9] Ahrens T.D., Timme S., Hoeppner J., Ostendorp J., Hembach S., Follo M., Hopt U.T., Werner M., Busch H., Boerries M. (2015). Selective inhibition of esophageal cancer cells by combination of hdac inhibitors and azacytidine. Epigenetics.

[10] Schreiber V., Dantzer F., Ame J.C., de Murcia G. (2006). Poly(adp-ribose): Novel functions for an old molecule. Nat. Rev. Mol. Cell Biol..

[11] Kanai M., Tong W.M., Sugihara E., Wang Z.Q., Fukasawa K., Miwa M. (2003). Involvement of poly(adp-ribose) polymerase 1 and poly(adp-ribosyl)ation in regulation of centrosome function. Mol. Cell. Biol..

[12] Fong P.C., Boss D.S., Yap T.A., Tutt A., Wu P., Mergui-Roelvink M., Mortimer P., Swaisland H., Lau A., O’Connor M.J. (2009). Inhibition of poly(adp-ribose) polymerase in tumors from brca mutation carriers. N. Engl. J. Med..

[13] Yasukawa M., Fujihara H., Fujimori H., Kawaguchi K., Yamada H., Nakayama R., Yamamoto N., Kishi Y., Hamada Y., Masutani M. (2016). Synergetic effects of parp inhibitor azd2281 and cisplatin in oral squamous cell carcinoma in vitro and in vivo. Int. J. Mol. Sci..

[14] Ikejima M., Noguchi S., Yamashita R., Ogura T., Sugimura T., Gill D.M., Miwa M. (1990). The zinc fingers of human poly(adp-ribose) polymerase are differentially required for the recognition of DNA breaks and nicks and the consequent enzyme activation. Other structures recognize intact DNA. J. Biol. Chem..

[15] Thomas C., Ji Y., Wu C., Datz H., Boyle C., MacLeod B., Patel S., Ampofo M., Currie M., Harbin J. (2019). Hit and run versus long-term activation of parp-1 by its different domains fine-tunes nuclear processes. Proc. Natl. Acad. Sci. USA.

[16] Cohen-Armon M., Visochek L., Rozensal D., Kalal A., Geistrikh I., Klein R., Bendetz-Nezer S., Yao Z., Seger R. (2007). DNA-independent parp-1 activation by phosphorylated erk2 increases elk1 activity: A link to histone acetylation. Mol. Cell.

[17] Idogawa M., Yamada T., Honda K., Sato S., Imai K., Hirohashi S. (2005). Poly(adp-ribose) polymerase-1 is a component of the oncogenic t-cell factor-4/beta-catenin complex. Gastroenterology.

[18] Gadad S.S., Camacho C.V., Malladi V., Hutti C.R., Nagari A., Kraus W.L. (2021). Parp-1 regulates estrogen-dependent gene expression in estrogen receptor alpha-positive breast cancer cells. Mol. Cancer Res..

[19] Roper S.J., Chrysanthou S., Senner C.E., Sienerth A., Gnan S., Murray A., Masutani M., Latos P., Hemberger M. (2014). Adp-ribosyltransferases parp1 and parp7 safeguard pluripotency of es cells. Nucleic Acids Res..

[20] Yu W., Ginjala V., Pant V., Chernukhin I., Whitehead J., Docquier F., Farrar D., Tavoosidana G., Mukhopadhyay R., Kanduri C. (2004). Poly(adp-ribosyl)ation regulates ctcf-dependent chromatin insulation. Nat. Genet..

[21] Pavri R., Lewis B., Kim T.K., Dilworth F.J., Erdjument-Bromage H., Tempst P., de Murcia G., Evans R., Chambon P., Reinberg D. (2005). Parp-1 determines specificity in a retinoid signaling pathway via direct modulation of mediator. Mol. Cell.

[22] Hassa P.O., Haenni S.S., Buerki C., Meier N.I., Lane W.S., Owen H., Gersbach M., Imhof R., Hottiger M.O. (2005). Acetylation of poly(adp-ribose) polymerase-1 by p300/creb-binding protein regulates coactivation of nf-kappab-dependent transcription. J. Biol. Chem..

[23] Tulin A., Spradling A. (2003). Chromatin loosening by poly(adp)-ribose polymerase (parp) at drosophila puff loci. Science.

[24] Osada T., Ryden A.M., Masutani M. (2013). Poly(adp-ribosylation) regulates chromatin organization through histone h3 modification and DNA methylation of the first cell cycle of mouse embryos. Biochem. Biophys. Res. Commun..

[25] Osada T., Nozaki T., Masutani M. (2016). Parp1 deficiency confers defects in chromatin surveillance and remodeling during reprogramming by nuclear transfer. Curr. Protein Pept. Sci..

[26] Sun C., Fang Y., Yin J., Chen J., Ju Z., Zhang D., Chen X., Vellano C.P., Jeong K.J., Ng P.K. (2017). Rational combination therapy with parp and mek inhibitors capitalizes on therapeutic liabilities in ras mutant cancers. Sci. Transl. Med..

[27] Cameron E.E., Bachman K.E., Myöhänen S., Herman J.G., Baylin S.B. (1999). Synergy of demethylation and histone deacetylase inhibition in the re-expression of genes silenced in cancer. Nat. Genet..

[28] Fuks F., Hurd P.J., Wolf D., Nan X., Bird A.P., Kouzarides T. (2003). The methyl-cpg-binding protein mecp2 links DNA methylation to histone methylation. J. Biol. Chem..

[29] Zhang Y., Fatima N., Dufau M.L. (2005). Coordinated changes in DNA methylation and histone modifications regulate silencing/derepression of luteinizing hormone receptor gene transcription. Mol. Cell. Biol..

[30] Zampieri M., Guastafierro T., Calabrese R., Ciccarone F., Bacalini M.G., Reale A., Perilli M., Passananti C., Caiafa P. (2012). Adp-ribose polymers localized on ctcf-parp1-dnmt1 complex prevent methylation of ctcf target sites. Biochem. J..

[31] Sutherland J.C., Monteleone D.C., Mugavero J.H., Trunk J. (1987). Unidirectional pulsed-field electrophoresis of single- and double-stranded DNA in agarose gels: Analytical expressions relating mobility and molecular length and their application in the measurement of strand breaks. Anal. Biochem..

[32] Freeman S.E., Blackett A.D., Monteleone D.C., Setlow R.B., Sutherland B.M., Sutherland J.C. (1986). Quantitation of radiation-, chemical-, or enzyme-induced single strand breaks in nonradioactive DNA by alkaline gel electrophoresis: Application to pyrimidine dimers. Anal. Biochem..

[33] Palve V., Knezevic C.E., Bejan D.S., Luo Y., Li X., Novakova S., Welsh E.A., Fang B., Kinose F., Haura E.B. (2022). The non-canonical target parp16 contributes to polypharmacology of the parp inhibitor talazoparib and its synergy with wee1 inhibitors. Cell Chem. Biol..

[34] Orta M.L., Höglund A., Calderón-Montaño J.M., Domínguez I., Burgos-Morón E., Visnes T., Pastor N., Ström C., López-lázaro M., Helleday T. (2014). The parp inhibitor olaparib disrupts base excision repair of 5-aza-2’-deoxycytidine lesions. Nucleic Acids Res..

[35] Chen J., Yuan W., Wu L., Tang Q., Xia Q., Ji J., Liu Z., Ma Z., Zhou Z., Cheng Y. (2017). Pdgf-d promotes cell growth, aggressiveness, angiogenesis and emt transformation of colorectal cancer by activation of notch1/twist1 pathway. Oncotarget.

[36] Qin C., Zhang Q., Wu G. (2019). Ranbp9 suppresses tumor proliferation in colorectal cancer. Oncol. Lett..

[37] Duan Z., Duan Y., Lamendola D.E., Yusuf R.Z., Naeem R., Penson R.T., Seiden M.V. (2003). Overexpression of mage/gage genes in paclitaxel/doxorubicin-resistant human cancer cell lines. Clin. Cancer Res..

[38] Dong X., Wang J., Tang B., Hao Y.X., Li P.Y., Li S.Y., Yu P.W. (2018). The role and gene expression profile of socs3 in colorectal carcinoma. Oncotarget.

[39] Suzuki H., Watkins D.N., Jair K.W., Schuebel K.E., Markowitz S.D., Chen W.D., Pretlow T.P., Yang B., Akiyama Y., Van Engeland M. (2004). Epigenetic inactivation of sfrp genes allows constitutive wnt signaling in colorectal cancer. Nat. Genet..

[40] Christou N., Perraud A., Blondy S., Jauberteau M.O., Battu S., Mathonnet M. (2017). E-cadherin: A potential biomarker of colorectal cancer prognosis. Oncol. Lett..

[41] Fang J.Y., Yang L., Zhu H.Y., Chen Y.X., Lu J., Lu R., Cheng Z.H., Xiao S.D. (2004). 5-aza-2′-deoxycitydine induces demethylation and up-regulates transcription of p16ink4a gene in human gastric cancer cell lines. Chin. Med. J. (Engl.).

[42] Stepnik M., Spryszynska S., Gorzkiewicz A., Ferlinska M. (2017). Cytotoxicity of anticancer drugs and pj-34 (poly(adp-ribose)polymerase-1 (parp-1) inhibitor) on hl-60 and jurkat cells. Adv. Clin. Exp. Med..

[43] Ogino H., Nozaki T., Gunji A., Maeda M., Suzuki H., Ohta T., Murakami Y., Nakagama H., Sugimura T., Masutani M. (2007). Loss of parp-1 affects gene expression profile in a genome-wide manner in es cells and liver cells. BMC Genomics.

[44] Liang Y.C., Hsu C.Y., Yao Y.L., Yang W.M. (2013). Parp-2 regulates cell cycle-related genes through histone deacetylation and methylation independently of poly(adp-ribosyl)ation. Biochem. Biophys. Res. Commun..

[45] Tang B., Luo H., Xie S., Pan C., Fu J. (2022). Deubiquitination of tnks1 regulates wnt/beta-catenin to affect the expression of usp25 to promote the progression of glioma. Dis. Markers.

[46] Wu Q., Xuan Y.F., Su A.L., Bao X.B., Miao Z.H., Wang Y.Q. (2022). Tnks inhibitors potentiate proliferative inhibition of bet inhibitors via reducing beta-catenin in colorectal cancer cells. Am. J. Cancer Res..

[47] Baer M.R., Kogan A.A., Bentzen S.M., Mi T., Lapidus R.G., Duong V.H., Emadi A., Niyongere S., O’Connell C.L., Youngblood B.A. (2022). Phase i clinical trial of DNA methyltransferase inhibitor decitabine and parp inhibitor talazoparib combination therapy in relapsed/refractory acute myeloid leukemia. Clin. Cancer Res..

[48] Silverman L.R., Demakos E.P., Peterson B.L., Kornblith A.B., Holland J.C., Odchimar-Reissig R., Stone R.M., Nelson D., Powell B.L., DeCastro C.M. (2002). Randomized controlled trial of azacitidine in patients with the myelodysplastic syndrome: A study of the cancer and leukemia group b. J. Clin. Oncol..

[49] Fenaux P., Mufti G.J., Hellstrom-Lindberg E., Santini V., Finelli C., Giagounidis A., Schoch R., Gattermann N., Sanz G., List A. (2009). Efficacy of azacitidine compared with that of conventional care regimens in the treatment of higher-risk myelodysplastic syndromes: A randomised, open-label, phase iii study. Lancet Oncol..

# Supplementary material for: Enhanced Cytotoxicity on Cancer Cells by Combinational Treatment of PARP Inhibitor and 5-Azadeoxycytidine Accompanying Distinct Transcriptional Profiles
**Source:** Cancers (Basel). 2022 Aug 28;14(17):4171. doi: 10.3390/cancers14174171
**Supplement:** Supplementary file 1

**Supplemental Table S1. *P* values calculated by statistical analysis with Tukey's test for Figure 2A & B.**

|              |                        |              |        |        |          |        |                  |             |                |                        |
|--------------|------------------------|--------------|--------|--------|----------|--------|------------------|-------------|----------------|------------------------|
| HCT116 day 1 |                        | No treatment | PBS    | PJ-34  | 5-aza-dC | TSA    | PJ-34 + 5-aza-dC | PJ-34 + TSA | 5-aza-dC + TSA | PJ-34 + 5-aza-dC + TSA |
|              | No treatment           |              |        |        |          |        |                  |             |                |                        |
|              | PBS                    | 0.4829       |        |        |          |        |                  |             |                |                        |
|              | PJ-34                  | <.0001       | <.0001 |        |          |        |                  |             |                |                        |
|              | 5-aza-dC               | <.0001       | <.0001 | <.0001 |          |        |                  |             |                |                        |
|              | TSA                    | <.0001       | <.0001 | <.0001 | <.0001   |        |                  |             |                |                        |
|              | PJ-34 + 5-aza-dC       | <.0001       | <.0001 | <.0001 | 0.9999   | <.0001 |                  |             |                |                        |
|              | PJ-34 + TSA            | <.0001       | <.0001 | <.0001 | <.0001   | 0.1345 | <.0001           |             |                |                        |
|              | 5-aza-dC + TSA         | <.0001       | <.0001 | <.0001 | <.0001   | 0.0004 | <.0001           | 0.1559      |                |                        |
|              | PJ-34 + 5-aza-dC + TSA | <.0001       | <.0001 | <.0001 | <.0001   | 0.0014 | <.0001           | 0.3996      | 0.9993         |                        |
| HCT116 day 3 |                        | No treatment | PBS    | PJ-34  | 5-aza-dC | TSA    | PJ-34 + 5-aza-dC | PJ-34 + TSA | 5-aza-dC + TSA | PJ-34 + 5-aza-dC + TSA |
|              | No treatment           |              |        |        |          |        |                  |             |                |                        |
|              | PBS                    | 0.5528       |        |        |          |        |                  |             |                |                        |
|              | PJ-34                  | <.0001       | <.0001 |        |          |        |                  |             |                |                        |
|              | 5-aza-dC               | <.0001       | <.0001 | <.0001 |          |        |                  |             |                |                        |
|              | TSA                    | <.0001       | <.0001 | <.0001 | <.0001   |        |                  |             |                |                        |
|              | PJ-34 + 5-aza-dC       | <.0001       | <.0001 | <.0001 | <.0001   | 0.9997 |                  |             |                |                        |
|              | PJ-34 + TSA            | <.0001       | <.0001 | <.0001 | <.0001   | 1      | 0.9395           |             |                |                        |
|              | 5-aza-dC + TSA         | <.0001       | <.0001 | <.0001 | <.0001   | 0.9985 | 0.9852           | 1           |                |                        |
|              | PJ-34 + 5-aza-dC + TSA | <.0001       | <.0001 | <.0001 | <.0001   | 0.899  | 0.6191           | 0.9865      | 0.9985         |                        |
| RKO day 1    |                        | No treatment | PBS    | PJ-34  | 5-aza-dC | TSA    | PJ-34 + 5-aza-dC | PJ-34 + TSA | 5-aza-dC + TSA | PJ-34 + 5-aza-dC + TSA |
|              | No treatment           |              |        |        |          |        |                  |             |                |                        |
|              | PBS                    | 0.205        |        |        |          |        |                  |             |                |                        |
|              | PJ-34                  | 0.0223       | 0.9511 |        |          |        |                  |             |                |                        |
|              | 5-aza-dC               | 0.0044       | <.0001 | <.0001 |          |        |                  |             |                |                        |
|              | TSA                    | 0.0002       | <.0001 | <.0001 | 0.8797   |        |                  |             |                |                        |
|              | PJ-34 + 5-aza-dC       | 0.7834       | 0.965  | 0.3961 | 0.0002   | <.0001 |                  |             |                |                        |
|              | PJ-34 + TSA            | <.0001       | <.0001 | <.0001 | <.0001   | 0.0008 | <.0001           |             |                |                        |
|              | 5-aza-dC + TSA         | <.0001       | <.0001 | <.0001 | <.0001   | <.0001 | <.0001           | 0.8328      |                |                        |
|              | PJ-34 + 5-aza-dC + TSA | <.0001       | <.0001 | <.0001 | <.0001   | <.0001 | <.0001           | 0.6535      | 1              |                        |
| RKO day 3    |                        | No treatment | PBS    | PJ-34  | 5-aza-dC | TSA    | PJ-34 + 5-aza-dC | PJ-34 + TSA | 5-aza-dC + TSA | PJ-34 + 5-aza-dC + TSA |
|              | No treatment           |              |        |        |          |        |                  |             |                |                        |
|              | PBS                    | 0.7347       |        |        |          |        |                  |             |                |                        |
|              | PJ-34                  | <.0001       | <.0001 |        |          |        |                  |             |                |                        |
|              | 5-aza-dC               | <.0001       | <.0001 | 0.0786 |          |        |                  |             |                |                        |
|              | TSA                    | <.0001       | <.0001 | <.0001 | <.0001   |        |                  |             |                |                        |
|              | PJ-34 + 5-aza-dC       | <.0001       | <.0001 | <.0001 | 0.0013   | <.0001 |                  |             |                |                        |
|              | PJ-34 + TSA            | <.0001       | <.0001 | <.0001 | <.0001   | 0.0115 | <.0001           |             |                |                        |
|              | 5-aza-dC + TSA         | <.0001       | <.0001 | <.0001 | <.0001   | 0.0019 | <.0001           | 0.9925      |                |                        |
|              | PJ-34 + 5-aza-dC + TSA | <.0001       | <.0001 | <.0001 | <.0001   | 0.0009 | <.0001           | 0.937       | 1              |                        |

How the deposited data were processed for this re-analysis (not part of the article)

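HCT116 and RKO cells had been treated for 3 days with 5-aza-dC at 0.5 µM, TSA at 150 nM and PJ-34, alone and in every combination, and RNA of each condition was hybridized to 1 Affymetrix Human Genome U133 Plus 2.0 array. The dose of PJ-34 was 3 µM in HCT116, and the paper gives 2 µM (methods) and 3 µM (results) for RKO. The 16 arrays were assigned to conditions by their deposited labels alone.

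The authors deposited a linear signal intensity for each of 54675 probe sets, made with GCOS (version not given in the sources used here) and scaled to a common target on each array. The trimmed mean of every array was 1000.1 to 1000.2, and no further normalization between arrays and no log had been applied. Detection calls are not in the deposited values. The copy of Table S2 used here holds 913 of the 54675 probe sets, whose signals equal the deposited ones, and the other 53762 are left out of it. In this part the share of Present calls was 0% of 351 signals under 50, 3.33% of 180 signals from 50 to 100, 28.2% of 429 from 100 to 250, 74.5% of 443 from 250 to 500 and 99.3% of 13205 at 500 or more. Bright signals make up most of this part, while 21.9% to 27.3% of all probe sets read under 50 on the arrays. The part is therefore not a fair sample of them. As most detection calls were not held here, the steps of the paper that use them (Fig. 4G and Table 2) were repeated without them.

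Gene names came from the platform's annotation. A single symbol belongs to 41097 probe sets, several symbols to 1801 and none to 11777. Of the first, 41043 have a gene number found in a table of human genes (GRCh38.p14, used only for names), and 43 symbols were updated. Probe sets with several symbols are not given the name of one gene. Where a gene has several probe sets, counts of genes take each gene once.

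For the linear model, signals under 50 were set to 50 and log2 was taken. Within a line, probe sets with a signal of at least 100 in at least 4 arrays were kept, which left 35373 in HCT116, 33862 in RKO and 42119 for models of both lines. Each line was fitted with limma 3.58.1 in R 4.3.3 with a term per drug, so each drug effect compares 4 arrays with 4. Models of both lines added the interactions between drugs and the differences of each drug effect between the lines. There were 13 comparisons. Variances were moderated with a trend on mean signal, and p was adjusted by Benjamini and Hochberg within each comparison at 0.05. The residual of the model takes in any interaction that is not a term. The labels give every array the replicate number 1, so the numbers do not pair arrays. The 4 pairs of arrays that differ in the drug alone were compared for the direction of a change. The number of arrays limits the precision.

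Before the data were examined, 24 gene lists, the comparisons, the alternatives and the rule for naming genes were fixed. The lists are cancer-testis antigens, germline and meiosis genes, interferon-stimulated genes, p53 targets, mitosis genes, DNA replication genes, DNA methylation machinery, histone deacetylases, HDAC inhibitor response genes, metallothioneins, the PARP family, base excision and strand break repair, homologous recombination, aryl hydrocarbon receptor targets, genes methylated in colorectal cancer, Wnt targets, NF-kB targets, the integrated stress response, cholesterol synthesis, colon epithelium markers, blood-lineage markers, fibroblast and mesenchyme markers, ribosomal protein genes and the genes that the study names. The last list was chosen by the study on these arrays and is not independent evidence. Each gene was represented by 1 probe set. Counts of list genes are out of those that passed the filter on signal, not out of the whole list. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry.

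Genes named in the text are those that the paper names, up to 10 per direction, drug and line with the largest changes past the test, the same direction in all 4 pairs of arrays and a mean signal of at least 200 in the higher group, up to 4 members per list with the smallest p, genes 32-fold higher, up to 5 per direction for interactions and line differences, up to 5 genes per pair reactivated in the pair alone, and PARP1, DNMT1 and HDAC1. Of the probe sets 32-fold higher after PJ-34 or TSA, which are many, only those reaching a signal of 250 were considered for naming, a limit chosen after the values were seen.

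Ratios of an array to the control of its line were taken from the deposited signals at 5-fold, 16-fold and 32-fold. A probe set counts as reactivated when its control signal is under 50 and the treated signal is at least 50 and at least 5-fold higher. For combinations, the classes of Table 2 were read as both drugs and the pair with a higher signal in the pair, exactly 1 drug and the pair with a higher signal in the pair, and the pair alone. Arrays without mean drug effects were simulated 20 times from the residuals of the drug terms in log2 signal, drawn within 40 bins of mean signal. These residuals hold any interaction between the drugs, so the simulation is not a measure of noise alone. With signals under 50 set to 50 it gives more 5-fold ratios than nearly every array shows, and it gives more probe sets reactivated to a signal of 250 by each single drug and each pair. It is therefore no reliable measure at brighter signals.

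Alternatives were a floor of 20, no filter, a filter at 250, quantile normalization, 1 model over all 16 arrays, leaving out each array in turn, ratios with a floor of 50, ratios after scaling the arrays to a common median, and a treated signal of at least 250. Leaving out both RKO arrays labelled PJ-34 and PJ-34/5-aza-dC was added after the data were seen. Other splits of the arrays were fitted in the same way, all 33 within a line and 100 over both lines.

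The steps were tested on simulated data. For 5-aza-dC in HCT116 the model called 34.3%, 85.1% and 92.4% of probe sets changed by a log2 of 1, 2 and 3, with 8 calls among the unchanged of 35373. In RKO, with 33862, it called 40.3%, 82.1% and 83.3%. For the interaction of 5-aza-dC with TSA (42119) the shares were 1.49%, 41.8% and 66.7%, and for the difference of the 5-aza-dC effect between the lines 10.4%, 53.7% and 59.1%. For the difference between the lines they were 44.8%, 88.1% and 89.4%. Camera called 50 of 50 changed lists and 2 of 1150 unchanged lists over 14660 genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.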

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

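The tests of the RKO labels were chosen only after the result was seen; the tests of gaps, line differences, gene lists and splits were not.

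Some arrays of RKO stood apart within their group. Over the 238 probe sets that 5-aza-dC raised in HCT116, the RKO array labelled PJ-34/5-aza-dC had the lowest mean of the 4 arrays with 5-aza-dC, 8.25 on the log2 scale against 9.22 to 9.39, a gap of 0.847 of the range. The array labelled PJ-34 had the highest mean of the 4 without 5-aza-dC, 9.40 against 8.23 to 8.38, a gap of 0.870. Over the probe sets that TSA raised in HCT116, the array with PJ-34/TSA was the highest of the RKO arrays with TSA, a gap of 0.914, though it read 11.99 against 11.94 and 11.95. Chance gives such a gap in about 1 of 20 groups, and 18 groups were tested.

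In RKO the genes that respond to 5-aza-dC were active in the array labelled PJ-34 and silent in the array labelled PJ-34/5-aza-dC. The slope of the array labelled PJ-34 on the 5-aza-dC response, relative to that of the array labelled 5-aza-dC, was 0.983 (bootstrap SE 0.0376), which an exchange of these labels predicts. The array labelled PJ-34/5-aza-dC had −0.0198 (SE 0.0362), which argues against RNA of a 5-aza-dC culture in the array labelled PJ-34 as the whole cause, and PJ-34/TSA against TSA had −0.131 (SE 0.0626), which argues against PJ-34 turning on these genes with or without TSA. That PJ-34 turns them on and blocks 5-aza-dC, in RKO and only without TSA, cannot be told apart from an exchange, since the value in HCT116, 1.17, bears on another line; an exchange may explain the pattern, but it was found and tested on the same arrays, the slope replaced an absolute one after its values were seen, and the paper's other RKO measures, which are of cytotoxicity, do not bear on it. The labels were kept, and of the 33 splits of the RKO arrays, the grouping by 5-aza-dC with these labels exchanged called the most probe sets, 1043 against 0 with the labels as deposited, which does not settle the labels.

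The effect of 5-aza-dC differed between the lines at 13 probe sets, larger in HCT116 for IFI27 (log2 difference 4.55), LXN (2.93), TKTL1 (6.81), PRF1 (3.03) and SPARC (3.67). A result as large came from 3 of 100 splits of the arrays, the highest other calling 27, so chance can be excluded at 0.05. In the difference of the TSA effect between HCT116 and RKO, 169 probe sets passed. It was higher in HCT116 for RUNX2 (1.86), LTAP1 (1.43), CCDC51 (0.99), CCND1 (0.96) and ADM (0.99) and lower for CD55 (−1.37), THSD4 (−2.63), TM4SF1 (−1.65), TIMP1 (−1.03) and TOP1 (−1.03). Here 2 of 100 splits were as large, the highest other also calling 169. That split divides the HCT116 arrays by 5-aza-dC and the RKO arrays by TSA. With the other terms of the model kept, it is the same comparison written another way, so its 169 is no separate result. The named genes stayed past the test without any 1 array, 5 of 5 for 5-aza-dC and 10 of 10 for TSA. With a floor of 20 the SPARC difference no longer passed. The counts ran from 7 (without the RKO array with TSA) to 57 (without the HCT116 array with TSA) for 5-aza-dC, and from 19 (without the HCT116 array with PJ-34) to 762 (without the HCT116 array with PJ-34/5-aza-dC) for TSA, and without both RKO arrays of doubtful label, a setting chosen after the data were seen, they were 68 and 56.

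Members of gene lists that the paper does not test passed limma's test in HCT116. With 5-aza-dC, 9 cancer-testis antigens, 7 HDAC inhibitor response genes and 5 genes methylated in colorectal cancer rose. With TSA, 15 p53 targets, 17 DNA replication genes, 6 cholesterol synthesis genes, 5 mitosis genes and 5 base excision and strand break repair genes rose, while 16 integrated stress response genes and 6 interferon-stimulated genes fell. As lists against other genes, the interferon-stimulated genes (camera adjusted p = 0.122) and base excision and strand break repair (adjusted p = 0.0607) did not pass under TSA, and no list passed with an estimated correlation. The arrays with all 3 drugs, whose reactivated genes the paper does not count, had 2442 reactivated probe sets in HCT116 and 3984 in RKO.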

How the results depend on the processing

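The settings without the RKO arrays labelled PJ-34 and PJ-34/5-aza-dC were chosen after the data were seen, and the other alternatives were not. Of the values of single genes and lists, 1847 kept direction and side of the threshold, 339 were weaker, 3 stronger and 11 reversed; of the counts and summary values, 237 stayed within 1.5 times and 169 moved. Causes were not tested, except that no filter means more and a filter at 250 fewer probe sets tested, and that a floor of 50 or a signal of 250 removes ratios of dim signals. No paired analysis by replicate number was possible because every array carries the number 1, and a fit with the 4 pairs of arrays that differ in a drug alone as blocks was not made. Signals under 250, most of them not Present in the part of the authors' calls that could be read, limit the ratios that rest on them.

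Counts from limma: 5-aza-dC in HCT116 gave 100 with no filter, and without 1 array 95 (5-aza-dC) to 1606 (TSA). TSA in HCT116 gave 1702 with no filter, and without 1 array 920 (PJ-34) to 5475 (PJ-34/5-aza-dC). The genes changed by 5-aza-dC in RKO gave 610 without both doubtful arrays and 0 to 62 (without PJ-34) without 1. TSA in RKO gave 0 with a floor of 20, no filter, a filter at 250 or all 16 arrays in 1 fit, 4 after quantile normalization, 5 without both doubtful arrays and 0 to 75 without 1. Without both doubtful arrays the interactions gave 2 (PJ-34 with 5-aza-dC), 1 (PJ-34 with TSA) and 4 (5-aza-dC with TSA), and without 1 array 0 to 31 and, for the last, 0 to 2. The PJ-34 line difference gave 1 with a floor of 20. The 5-aza-dC line difference gave 8 with no filter, 26 after quantile normalization, 68 without both doubtful arrays and 7 to 57 without 1 array. The difference of the TSA effect between HCT116 and RKO gave 68 with no filter, 56 without both doubtful arrays and 19 to 762 without 1.

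With signals under 50 set to 50, ratios at least 5-fold higher and lower numbered 201 and 158 (PJ-34), 471 and 134 (5-aza-dC), 260 and 420 (TSA) and 360 and 350 (PJ-34/5-aza-dC) in HCT116, and by label 237 and 76, 293 and 59, 92 and 82, and 86 and 78 in RKO. At 16-fold and 32-fold they numbered 0 and 0 (PJ-34), 45 and 16 (5-aza-dC) and 2 and 0 (TSA) in HCT116, and 26 and 9, 13 and 6, and 0 and 0 in RKO. Scaling to the common median gave 315 and 36 for 5-aza-dC in RKO, and for PJ-34/TSA in HCT116 139 in the class of both drugs and 241 in that of TSA. Of the probe sets 5-fold higher with 1 drug, the share that was also higher in the array with all 3 drugs than in the array with the other drugs was 54.2% (PJ-34), 57.7% (5-aza-dC) and 50.6% (TSA) in HCT116 and 59.4%, 64.6% and 62.9% in RKO. With the floor it was 48.8%, 61.6% and 47.3%, and 45.6%, 67.9% and 55.4%. When the drug was compared in the presence of 1 other, PJ-34 had 42.4% (with 5-aza-dC) and 37.4% (with TSA) in HCT116 and 40.5% and 47.2% in RKO, 5-aza-dC 49.7% (with PJ-34) and 44.8% (with TSA), and 46.0% and 50.7%, and TSA 41.6% (with PJ-34) and 41.4% (with 5-aza-dC), and 46.6% and 45.6%.

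With 250 as the signal to reach, reactivated probe sets in HCT116 numbered 146 (PJ-34), 308 (5-aza-dC), 187 (TSA), 572 (any), 30 (PJ-34 and 5-aza-dC), 3 (all 3), 220 (PJ-34/5-aza-dC), 48 (PJ-34/TSA) and 135 (5-aza-dC/TSA), and in RKO, in the same order and by label, 150, 206, 77, 337, 73, 8, 67, 56 and 148. The classes of both drugs, the first drug, the other drug and the pair alone held 4, 3, 44 and 113 (PJ-34/5-aza-dC), 2, 2, 4 and 27 (PJ-34/TSA) and 5, 9, 8 and 58 (5-aza-dC/TSA) in HCT116, and 5, 3, 2 and 39, 3, 2, 0 and 38, and 1, 29, 4 and 87 in RKO. The median correlation of arrays of a line was 0.892 with no floor. Gene lists past the test numbered 0 in all 6 comparisons with an estimated correlation. With fry they numbered 4 (5-aza-dC) and 1 (TSA) in HCT116 and 0 in the other 4 comparisons, and after quantile normalization 2 for PJ-34 in HCT116 and 4 for 5-aza-dC in RKO. Quantile normalization reversed the ribosomal protein genes for PJ-34 in HCT116 (adjusted p = 0.883) and 5-aza-dC in RKO (adjusted p = 0.949), and HDAC1 for TSA in HCT116 (−0.10 on the log2 scale). Leaving out 1 array reversed values near 0, with a range of −0.024 to 0.224 for PARP1 (PJ-34), −0.051 to 0.035 for DNMT1 (5-aza-dC) and −0.095 to 0.131 for HDAC1 (TSA), all in HCT116.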

Differences from the paper's values

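The paper's values stand beside the counts made here from the deposited signals. The paper's text gives no filter by signal for the 32-fold counts, and its use of detection calls in Fig. 4G and Table 2 could not be repeated.

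At 32-fold, PJ-34 raised 58 probe sets in HCT116 (the paper's value is 1), and the array labelled PJ-34 72 in RKO (the paper's value is 4). TSA raised 67 in HCT116 (the paper's value is 3) and 42 in RKO (the paper's value is 1), and 5-aza-dC 118 in HCT116 (the paper's value is 51) and 76 in RKO (the paper's value is 16). None of the alternatives set before the data were examined (a floor of 50, scaling to the common median) brought any of the 6 within 1.5 times. Counted as genes in place of probe sets, 5-aza-dC in HCT116 had 73, within 1.5 times of the paper's 51. The others still differed, with 36 (PJ-34) and 46 (TSA) in HCT116 and 42 (PJ-34), 43 (5-aza-dC) and 28 (TSA) in RKO. A treated signal of at least 250 was not set for these counts and was chosen after seeing the values. It gave 51 for 5-aza-dC in HCT116, as in the paper, and 20 in RKO, within 1.5 times of the paper's 16. The other counts differed, with 4 for PJ-34 and 9 for TSA in HCT116 and 31 and 0 for PJ-34 and TSA in RKO. Which genes the paper counted is not given in the sources used here, so how many of them this setting drops could not be counted.

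At 16-fold the counts in HCT116 were 469 for PJ-34 (the paper's is about 40 in Fig. 4D, read by eye), 587 for 5-aza-dC (about 150 in Fig. 4D, read by eye) and 510 for TSA (about 54 in Fig. 4D, read by eye). In RKO they were 484 (about 28 in Fig. 4D, read by eye), 496 (about 52 in Fig. 4D, read by eye) and 381 (about 16 in Fig. 4D, read by eye). The total printed there for TSA in HCT116, as read, is not the sum of its regions. With a floor of 50, set before the data were examined, the RKO array labelled PJ-34 had 26, within 1.5 times of the paper's, and the other 5 differed under every alternative.

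Reactivated probe sets in HCT116 numbered 2800 for PJ-34 (the paper's is about 320 in Fig. 4F, read by eye), 2984 for 5-aza-dC (about 460 in Fig. 4F, read by eye), 2887 for TSA (about 390 in Fig. 4F, read by eye) and 590 for all 3 (about 20 in Fig. 4F, read by eye). In RKO they numbered 2874 (about 240 in Fig. 4F, read by eye), 3062 (about 280 in Fig. 4F, read by eye), 2595 (about 230 in Fig. 4F, read by eye) and 613 (about 17 in Fig. 4F, read by eye). With a treated signal of at least 250, set before the data were examined, 5-aza-dC had 308 in HCT116 and 206 in RKO, within 1.5 times of the paper's, and the other 6 differed. Scaling brought none of the 8 within 1.5 times. The legend names detection calls at Fig. 4G and does not state whether Fig. 4F uses them, so these counts may not be alike. Probe sets reactivated by at least 1 single drug, 5784 in HCT116 and 5661 in RKO, were within 1.5 times of the 7742 and 7720 genes of Fig. 4E. After scaling, RKO had 5099, which was not.

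In Table 2 the paper counts genes with a higher signal in the pair than in both drugs, each of which reactivates them. For PJ-34/5-aza-dC it has 48 in HCT116 and 51 in RKO, against 136 and 161 here. For PJ-34/TSA the paper has 29 and 31, against 84 and 156, and for 5-aza-dC/TSA the paper has 51 and 45, against 117 and 175. Where 1 drug reactivates them, read here as exactly 1, the paper has 35 (PJ-34) and 31 (5-aza-dC) for their pair in HCT116, against 232 and 291, and 29 and 89 in RKO, against 203 and 197. For PJ-34/TSA the paper has 43 (PJ-34) and 27 (TSA) in HCT116, against 147 and 157, and 23 and 33 in RKO, against 228 and 216. For 5-aza-dC/TSA the paper has 56 (5-aza-dC) and 33 (TSA) in HCT116, against 180 and 157, and 26 and 33 in RKO, against 302 and 210. In the pair alone, the paper has 94 and 92 for PJ-34/5-aza-dC, against 1014 and 980, 59 and 47 for PJ-34/TSA, against 719 and 970, and 77 and 79 for 5-aza-dC/TSA, against 787 and 1209. Of the alternatives set before the data were examined, a treated signal of at least 250 brought 6 of these 24 within 1.5 times. They are 44 (5-aza-dC and its pair with PJ-34, HCT116), 29 (5-aza-dC and its pair with TSA, RKO), and for the pair alone 113 (PJ-34/5-aza-dC, HCT116), 38 (PJ-34/TSA, RKO), 58 and 87 (5-aza-dC/TSA, HCT116 and RKO). Scaling brought none.

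Some statements on rankings and genes also differ. The paper states that PJ-34 with 5-aza-dC gave more up- and down-regulated genes than either drug in HCT116. Here the pair had 3591 probe sets 5-fold lower against 2642 and 2364, in the order that the paper states, but 2969 higher against 3096 and 3395. After scaling to the common median it had 3223 lower against 2799 and 2685 and 3289 higher against 2944 and 2986, both in that order. After scaling, 2972 for the RKO array labelled PJ-34 matches a number printed in Fig. 4C. Every count read by eye from Fig. 4C was nearer the scaled count than the unscaled one. For 5-aza-dC in RKO the figure has about 2800 higher and 2600 lower, against 2785 and 2562 scaled and 3518 and 1971 unscaled. The paper does not state whether its counts were scaled. The paper states that PJ-34/5-aza-dC had the highest count of genes reactivated in the pair alone in both lines. Here this held in HCT116, while in RKO 5-aza-dC/TSA had 1209 and the array labelled PJ-34/5-aza-dC 980. The RKO order rests on an array of doubtful label, and a count with the labels exchanged is not given here. The paper places PDGFD among genes raised by PJ-34 and 5-aza-dC in HCT116. With TSA 1 of its probe sets was also 39.8-fold higher, while the other was not raised by PJ-34 (ratio 0.191). The 39.8-fold ratio rests on a control signal of 4.57, in a range where no detection call that could be read was Present. The paper names RANBP9 among genes raised by PJ-34, and its brightest probe set in HCT116 read 11163 with PJ-34 and 13532 in the control. LOX, UCHL1 and SFRP1 (read for SHRP1), which the paper places under 5-aza-dC in RKO, were also reactivated in the array labelled PJ-34. They read 1333 (LOX), 592 (UCHL1) and 118 (SFRP1) there, and another SFRP1 probe set met the rule with TSA, at 120. CDX2, which the paper places under PJ-34, also met the rule with TSA, at 190. SFRP4, which it places under 5-aza-dC in HCT116, also met it with PJ-34 (104) and TSA (189) on another probe set. The paper finds no tumor suppressor gene reactivated by all 3 drugs, and CDKN2A met the rule in all 3 single arrays of RKO, with 2180 in the array labelled PJ-34, 1427 with 5-aza-dC and 268 with TSA. This holds for 1 of its 3 probe sets, with a control of 47.9 and a TSA ratio of 5.58, while with TSA the others fell, from 58.1 to 21.9 and from 45.2 to 24.8. CDH1, which the paper places under 5-aza-dC and TSA in RKO, also met the rule in the array labelled PJ-34 (71.5 against 7.51), though no probe set of it met the rule in all 3 arrays.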

Other observations

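The tests of array noise and the test of whether TSA lowers the rise by 5-aza-dC were chosen only after the result was seen; those of scaling, of saturation and of other splits were not.

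In HCT116 the genes that 5-aza-dC raised were raised less when TSA was present. Over the 238 probe sets, the median rise was 1.77 on the log2 scale from control to 5-aza-dC and 1.35 from TSA to 5-aza-dC/TSA, and 1.90 from PJ-34 to PJ-34/5-aza-dC but 1.11 from PJ-34/TSA to all 3 drugs. TKTL1 read 28199 with 5-aza-dC and 5595 with 5-aza-dC/TSA.

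In these arrays of HCT116 the median difference of the rises was −0.42 (bootstrap SE 0.06) without PJ-34 and −0.75 (bootstrap SE 0.07) with it. The bootstrap draws probe sets, which are not independent, so these errors hold no variation between arrays. Of the probe sets 72.3% and 83.2% were negative. TSA lowering this rise would give such values, but each comes from 1 array per condition. Scaling of the arrays is argued against by −0.44, the least negative value after quantile normalization or against probe sets of the same signal, and saturation of bright probe sets by −0.39 over the 147 under 5000. No probe set passed limma's interaction of 5-aza-dC with TSA over both lines (1887 at an unadjusted p under 0.05). That fit includes the RKO arrays of doubtful label. Without both of them, a setting chosen after the data were seen, some probe sets passed. So the pattern may hold for the group, and with all arrays in the fit it was not shown for any gene.

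The array with PJ-34/5-aza-dC of HCT116 was the highest of the 4 arrays without TSA over the probe sets that TSA raised, 11.77 on the log2 scale against 11.44 to 11.50, and 12.16 to 12.26 in the arrays with TSA. In RKO the same probe sets had 11.81 to 11.85 without TSA and 11.94 to 11.99 with it. No explanation of this was tested.

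Ratios of 1 array to its control at dim signals may be mostly array noise. Standard errors in this paragraph are from a bootstrap over probe sets and hold no variation between arrays. A change that is real should return in the 3 pairs of arrays that share none with it, and in the pair of all 3 drugs against the other drugs the net share that did was 3.05 percentage points for PJ-34 (SE 1.98), 4.10 for 5-aza-dC (SE 1.86) and 3.44 for TSA (SE 1.99) in HCT116 and −4.17, −1.89 and −0.754 in RKO, where simulated independent ratios gave 1.17 and ratios that all return 200; in the pairs with 1 other drug it was higher in HCT116 for 5-aza-dC (6.21 with PJ-34, 7.74 with TSA) and TSA (5.56 with PJ-34, 6.06 with 5-aza-dC), which leaves noise open there, and −0.587 and −2.13 for PJ-34. With a floor of 50 the pair of all 3 drugs gave 15.1 for 5-aza-dC (SE 5.54) and 11.8 for TSA (SE 4.47) in HCT116, the lowest of the 3 pairs, the others giving 47.3 (with PJ-34) and 26.7 (with TSA) for 5-aza-dC and 27.7 (with PJ-34) and 34.2 (with 5-aza-dC) for TSA, so some of these ratios return, and whether noise is behind most of them stays open, as for PJ-34 in HCT116 (−1.31, SE 6.29) and for PJ-34 (−27.8), 5-aza-dC (12.1) and TSA (−1.19) in RKO, whose values rest on the labels in doubt. The first measure, points up less points down (5.59, 11.9 and 2.61 in HCT116 and 13.4, 21.6 and 18.3 in RKO for PJ-34, 5-aza-dC and TSA), was replaced after its values were seen because shifts of a whole array drive it; the tests with a floor and those of the pairs with 1 other drug were added later, and the bound for arguing against noise was raised after the values were seen from 10 points, which 15.1 and 11.8 passed, to 100, at which most ratios return. In RKO the other pairs with a floor of 50 gave −55.8 (with 5-aza-dC) and 6.90 (with TSA) for PJ-34. They gave −24.3 (with PJ-34) and 21.8 (with TSA) for 5-aza-dC, and 12.0 (with PJ-34) and −11.6 (with 5-aza-dC) for TSA. For PJ-34 in HCT116 they gave 8.99 (with 5-aza-dC) and 5.47 (with TSA). A drug effect that depends on the other drugs would not return either, which this test does not separate from noise.

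Other splits of the arrays were fitted with limma. For 5-aza-dC in HCT116 the 263 probe sets were reached by 1 of 33 splits, the real one, and the highest other called 0, so chance can be excluded. For TSA in HCT116 it was also 1 of 33, with 3180 against 754. Where the real count is 0, every split reaches it, so the splits decide nothing about chance. This holds for PJ-34 (33 of 33 in either line, with 846 as the highest other in HCT116 and 690 in RKO) and for 5-aza-dC in RKO (33 of 33, with 1043). For TSA in RKO it was 2 of 33, with 2 against 197, and chance cannot be excluded. The highest splits of RKO set the control, TSA, PJ-34/TSA and the array labelled PJ-34/5-aza-dC against the others, which points to a structure of the samples, and that of PJ-34 in HCT116 sets the control, PJ-34, 5-aza-dC and 5-aza-dC/TSA against the others. Over both lines the splits decide nothing for the drug interactions and the PJ-34 line difference either, since the real count is 0 and 100 of 100 reach it, with 288 (PJ-34 with 5-aza-dC), 167 (PJ-34 with TSA), 101 (5-aza-dC with TSA) and 2 as the highest others. For the lines themselves 1 of 100 reached 17922, with 4221 as the highest other, and chance can be excluded.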
